# Inference of differentiation time for single cell transcriptomes using cell population reference data

**DOI:** 10.1038/s41467-017-01860-2

**Published:** 2017-11-30

**Authors:** Na Sun, Xiaoming Yu, Fang Li, Denghui Liu, Shengbao Suo, Weiyang Chen, Shirui Chen, Lu Song, Christopher D. Green, Joseph McDermott, Qin Shen, Naihe Jing, Jing-Dong J. Han

## Abstract

Single-cell RNA sequencing (scRNA-seq) is a powerful method for dissecting intercellular heterogeneity during development. Conventional trajectory analysis provides only a pseudotime of development, and often discards cell-cycle events as confounding factors. Here using matched cell population RNA-seq (cpRNA-seq) as a reference, we developed an “iCpSc” package for integrative analysis of cpRNA-seq and scRNA-seq data. By generating a computational model for reference “biological differentiation time” using cell population data and applying it to single-cell data, we unbiasedly associated cell-cycle checkpoints to the internal molecular timer of single cells. Through inferring a network flow from cpRNA-seq to scRNA-seq data, we predicted a role of M phase in controlling the speed of neural differentiation of mouse embryonic stem cells, and validated it through gene knockout (KO) experiments. By linking temporally matched cpRNA-seq and scRNA-seq data, our approach provides an effective and unbiased approach for identifying developmental trajectory and timing-related regulatory events.

## Abstract (web summary)

Single cell transcriptome data can be used to determine developmental lineage trajectories. Here the authors map single cell transcriptomes onto a differentiation trajectory defined by cell population transcriptomes and show that cell cycle regulators have a role in differentiation timing.

## Introduction

Single-cell RNA sequencing (scRNA-seq) technology is a powerful method for analyzing intercellular heterogeneity during development and reprogramming. A key aim of examining such heterogeneity is to discover unknown cellular states or developmental lineage trajectories. Many methods have been developed to reconstruct a developmental pseudotime trajectory based on scRNA-seq inter-cell expression distance alone, such as Monocle^1^ and Wanderlust^2^. Such approaches are quite subject to confounding factors, biological and non-biological^3^. One confounding factor is the cell cycle^4^. A method to remove cell-cycle effects, called “latent variable model (scLVM),” was developed and renders cell-cycle-independent gene expression^4^. However, in some cases—particularly during differentiation—the cell cycle is not only an integral part of the process studied but may also play a regulatory role, e.g., the length of G1 and M phases has been shown to directly affect lineage determination^5–7^. Therefore, to assess the contribution cell-cycle-associated gene expression to a development trajectory, unbiased methods need to be developed. Here we propose an approach to solve this problem by including cell population RNA-seq (cpRNA-seq) data in parallel to the scRNA-seq data as a reference, and then order the single-cell trajectories not based on their inter-cell expression distance, but instead on the external reference time (actual time) derived from the cpRNA-seq data. We applied our method to the in vitro neural differentiation process of mouse embryonic stem cells (mESCs), and show that it can more effectively align the single-cell differentiation trajectories than routine single-cell distance based on pseudotime reconstruction methods. Importantly, as the reference time is the actual time of the differentiation, the predicted time is no longer a pseudotime, but time with an actual time scale. Moreover, co-analysis of cpRNA-seq together with scRNA-seq data allows further identification of upstream regulatory events that give rise to cell heterogeneity, whereas scRNA-seq data alone is unable to. We assembled our computational methods into a downloadable package “iCpSc” (integrate_cpRNA-seq_scRNA-seq), and use mESC neural differentiation as an example to demonstrate the utility of our approach.

Given its great therapeutic potential for various neural degenerative diseases, the directed neural differentiation of pluripotent cells has been under intense investigation. Previous studies have demonstrated that neural development is a step-wise process during in vitro mouse embryonic development, transitioning through the inner cell mass, pluripotent epiblast, late epiblast, neuroectoderm, and mature neuron stages^8–11^. Culturing ESCs in vitro with minimal exogenous signals can mimic the step-wise in vitro neural differentiation and reach differentiation efficiency as high as 80%^12, 13^. Recent cellular and molecular studies have uncovered many molecules and signaling pathways participating in neural commitment. However, how these regulators and other unidentified components act together to regulate early neural commitment is still poorly understood. More importantly, as the differentiation process is rather self-driven after serum withdrawal, it is completely unknown how it is timed at the population and single-cell levels and whether single cells display heterogeneity or synchronization during this process.

Here, we used cpRNA-seq to identify major stages during this process. Then, based on these stages, we selected eight timepoints (two timepoints per stage) to perform scRNA-seq on eight cells for each timepoint to examine the intercellular heterogeneity at each stage. We show that the number of scRNA-seq samples that are sufficient to capture nearly all intercellular heterogeneity of any stage can be determined using the “iCpSc.samplingSaturation” utility in our iCpSc package. Then, by developing the “iCpSc.CpToScTime” utility, we first inferred a linear model for differentiation time using the cpRNA-seq data, and applied this model to the scRNA-seq data to estimate the differentiation time of each single cell. We further demonstrated the utility of the iCpSc package on two other differentiation time course datasets with matching cpRNA-seq and scRNA-seq, including one with branching trajectories. Based on the model-derived time of single cells we identified the genes that show correlated expression with a single cells’ differentiation time (“timer” genes). Surprisingly, we found cell-cycle regulators are involved in timing the differentiation progress of a cell. To enable the achievement of one key aim of scRNA-seq analysis—to infer regulatory networks for cell heterogeneity^3, 14^—we added an “iCpSc.eResponseNet” utility to infer regulatory network flow from cpRNA-seq and scRNA-seq. In mESC neural differentiation we inferred that regulatory genes, such as *Smad1*, *Fyn*, and *Trp53*, have roles as hub genes that coordinate cell-cycle progression and neural commitment at the single-cell level—even though these genes are not detected or lowly expressed in the scRNA-seq data. Finally, by generating a CRISPR/Cas9 KO of *Fyn* or perturbing mESCs with a small molecule inhibitor that promotes M phase, we experimentally validated the role of Fyn and M phase in controlling differentiation timing.

## Results

### Bulk transcriptome changes of neural commitment

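The cell population RNA-seq analysed here covers 22 samples of R1 mESCs in SFEB culture (serum-free floating culture of embryoid body-like aggregates). A first series has 14 time points from 0 to 142 h, and 8 further samples cover 0 to 216 h; only 0 h was sampled in both. Each sample is 1 library, so no replicate error can be computed. The authors mapped single-end reads with Tophat, computed expression with Cufflinks and deposited FPKM after ComBat batch correction. The correction left values below 0, which were set to 0. The batches are not named in the paper's text, and read depth cannot be read from corrected FPKM. A gene with an FPKM above 0.5 in at least 8 samples was taken as expressed, which kept 13115 genes, and levels were analysed as log10(FPKM + 1). Of these genes, 3276 changed at least 4-fold between their lowest and highest sample on FPKM + 1. At 0 h of the parallel series 10 fibroblast marker genes summed to 1009 FPKM, although the ES cells had been passaged once without feeders.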

After confirming the efficiency of our in vitro differentiation system (Supplementary Fig. 1 and Supplementary Table 1), we selected 14 timepoints based on the expression profiles of marker genes to perform cpRNA-seq analysis, which can best represent different gene expression stages and sub-stages, using 10^6^–10^7^ cells per sample (time points in red font, Supplementary Fig. 1c). Correlation analysis showed that normalized RNA-seq tag counts (reads per kilobase per million (RPKM)) of the markers are highly correlated with their expression levels determined by real-time quantitative polymerase chain reaction (qPCR) (Supplementary Fig. 1f).

The genes differentially expressed at different time points in the cell population transcriptome data (cpDEGs, see Methods section) were automatically grouped into 16 gene clusters and 4 sample clusters by applying our recently developed Bayesian Information Criterion-Super K means (BIC-SKmeans) algorithm^15^ (Supplementary Fig. 1g, h). As shown by the marker genes’ RNA-seq expression, the four whole-transcriptome sample clusters correspond to the inner cell mass, pluripotent epiblast, definitive ectoderm (late epiblast cells), neuroectoderm, and neural progenitor stages (Fig. 1b and Supplementary Data 1). Such cpRNA-seq data was then used to guide our selection of time points for scRNA-seq to examine intercellular heterogeneity during the differentiation process.

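Ward clustering of the 22 samples was run on the z-scored log10(FPKM + 1) of the 3276 changing genes and compared with the stages of the samples read from the stage bars of Fig. 3g. With 4 clusters the adjusted Rand index was 0.652, where 0 is chance and 1 is identity, and 19 samples lay in the cluster that held most samples of their stage. The other 3 all fell in with stage 3: the samples of 68 and 80 h, drawn in stage 2, and the 144 h sample of the parallel series, drawn in stage 4. Clusters were made without marker genes being picked out, and BIC-SKmeans was not used here.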

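Marker genes of Fig. 1b were summarized as the median FPKM of the samples of each stage. *Zfp42* fell from 320 in stage 1 to 68.4, 49.6 and 19.0 in stages 2 to 4, and *Klf4* from 42.0 to 1.82, 1.93 and 1.85. *Fgf5*, *Dnmt3b*, *Otx2* and *Zic2* were highest in stage 2, at 21.1, 338, 50.8 and 48.0, with the highest samples at 42.5 h for the first 3 of these genes and at 80 h for *Zic2*. Within the parallel series *Fgf5* and *Zic2* were highest at 84 h, a stage 3 sample. *Krt8* and *Krt18* were highest in stage 3 (35.9 and 28.8), as was *Six6*, which reached a median of only 1.11. *Sox1* rose from 4.00 in stage 2 to 42.1 in stage 3 and stood at 35.4 in stage 4. *Zeb2*, *Zfp521*, *Pax6*, *Nes* and *Tubb3* were highest in stage 4, at 15.1, 12.3, 39.5, 57.1 and 327. From the expression of marker genes, the paper concludes that the sample clusters correspond to successive stages from the inner cell mass to neural progenitors. The medians carry no error, since samples of a stage differ in time.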

**Fig. 1:**
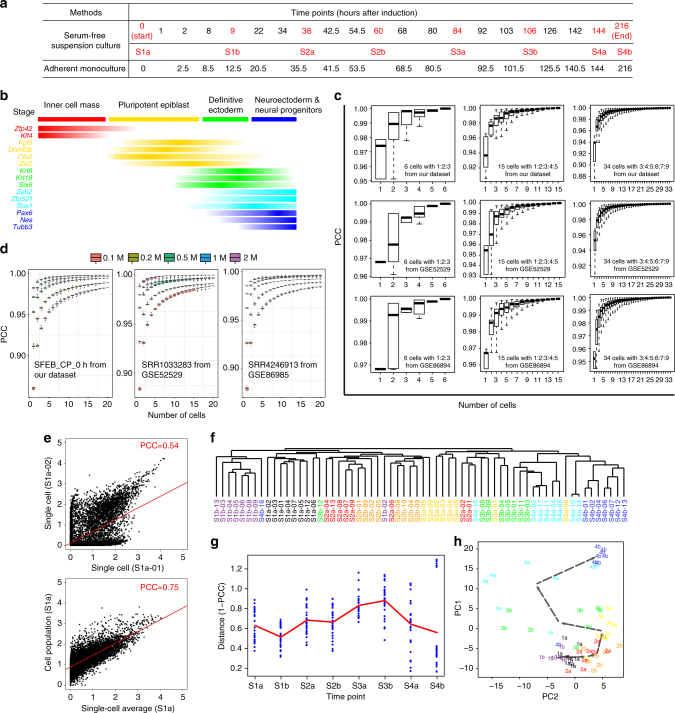
Temporal stages of mESC neural differentiation and intercellular heterogeneity. **a** Time points selected for RNA-seq using two different neuron differentiation methods. The red points are selected for single cell RNA-seq. The “Sxy” pattern is used to label different time points for single-cell RNA-seq, with x representing the stage and y the first **a** or second **b** time point within the stage. Stages were defined by marker expression in **a** (see text for details) and corresponding patterns in cell population RNA-seq.** b** Expression patterns of each stage’s marker genes and representative neural differentiation marker genes as revealed by RNA-seq. **c** Saturation curves using simulated cpRNA-seq from different ratios of single-cell RNA-seq data as reference. Single cells are randomly sampled at the indicated coverage (number of cells) and their profile similarities are compared to the simulated cpRNA-seq data generated from 6 cells with 1:2:3 ratio (left), 15 cells with 1:2:3:4:5 ratio (middle), and 34 cells with 3:4:5:6:7:9 ratio (right) using our mESC dataset (top) or two published datasets (middle and bottom). See Methods for details. **d** Saturation curve after sampling reads at different assumed sequencing depth from 0.1 to 2 million reads (based on sample SRR1033283 from GSE52529, sample SRR4246913 from GSE86985, and sample SFEB_CP_0 h from our dataset, respectively. See Methods for details. **e** Correlations of gene expression levels (*x*- and *y*-axis: log-scale RPKM) between two single cells (left, S1a-01 and Sa1-02), and between the average of 8 single-cell profiles and their corresponding cell population profile (right) across the 11,449 expressed genes (RPKM > 0.5 in at least eight samples). **f** Unsupervised clustering of single cells based on their expression correlation (measured by PCC) across the 11,449 expressed genes. **g** The single-cell pairwise differences (1-PCC) in expression patterns during mESC neural differentiation. **h** Principal component analysis (PCA) of the single cell transcriptomes based on cpDEGs. Eight cells from the same time point are shown with the same color, with the black dotted line connecting the position of average PC1 and PC2 loading of all eight to visualize the temporal progression trajectory

### Saturation of sequencing depth to detect heterogeneity

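In the deposited single-cell RNA-seq the cells, picked by hand, are named S1a, S1b, S2a, S2b, S3a, S3b, S4a and S4b for 0, 9, 38, 60, 84, 106, 144 and 216 h. The authors quantile normalized their RPKM values and deposited log10(RPKM + 1) for 11449 genes, 11137 of which are also in the population file. After this normalization, differences in total RNA between cells can no longer be read from the values. Genes with a value above 0 had a median per time point from 6145 (S4a) to 8972 (S1a) and ranged from 5648 to 10437 over single cells, so detection depth differed between time points as well as between cells. Labels give no second culture for any time point, so each time point counts as 1 sample and no test treats cells as replicates. Similarities between cells used the 9382 genes in both files that were above 0.5 RPKM in at least 8 cells.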

To examine whether there is any heterogeneity during neural commitment at the single-cell level, we performed scRNA-seq analysis as using a well-established protocol^16^ for 64 single cells at eight time points (eight single cells for each, two timepoints per stage identified by the above cpRNA-seq profiles) during neural differentiation from mESCs, and also performed cpRNA-seq at the same time points in parallel (Fig. 1a). A minimum of 20 million reads were generated using an Illumina HiSeq2000 sequencer for each library to reach a saturation level (Supplementary Fig. 2a).

Comparing the similarity of scRNA-seq sample average profiles to their matching cpRNA-seq samples at the same time point or stage offers an opportunity to access how many samples are needed to capture intercellular heterogeneity at a time point or within a stage. That is, if adding more scRNA-seq samples no longer increases scRNA-seq average to cpRNA-seq correlation, sample contribution to intercellular heterogeneity has been saturated. 

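Sampling was repeated by drawing 1 to 16 cells of a stage, with up to 30 combinations per number, and correlating log10 of their mean RPKM + 1 with the mean of the stage's 2 parallel population samples. Mean Pearson r rose from 0.590, 0.609, 0.592 and 0.530 with 1 cell of stages 1 to 4 to 0.679, 0.685, 0.681 and 0.626 with 8 cells, and to 0.695, 0.698, 0.701 and 0.654 with 16. Between 8 and 16 cells r gained 0.0165, 0.0126, 0.0194 and 0.0283, which was 15.8, 14.2, 17.8 and 22.8% of the whole rise. Averaged over stages this gain was 0.0192, and it was 0.0215 with all shared genes, the alternative that moved it most. The last step, from 15 to 16 cells, added between 0.000804 and 0.00139; part of this flattening is built in, because draws of 15 out of 16 cells share nearly all their cells.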

For the mESC neural differentiation, 16 samples per stage already reached such saturation level, while 8 samples per stage closely approached saturation (Supplementary Fig. 2b for stage and Supplementary Fig. 2c for time points). This function is included in our iCpSc package as “iCpSc.samplingSaturation.”

To further validate the effectiveness of our saturation analysis method, we tested it on simulated data. 

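Linear mixtures were simulated from randomly drawn cells, with 20 sets of cells for each ratio and 30 samplings of each set, giving 600 draws, and r was taken between the average of the sampled cells and the full mixture. Sampling 2 of 6 cells gave a mean r of 0.891, and sampling 4 of 6 gave 0.973 (SD 0.0291, lowest 0.869). Of 15 cells, 3 gave 0.893 and 12 gave 0.993 (SD 0.00787, lowest 0.949). Of 34 cells, 7 gave 0.943 and 21 gave 0.994 (SD 0.00638, lowest 0.948). These SDs describe draws from the same 64 cells and are not errors between experiments, and r is 1 by construction once every cell is sampled.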

As demonstrated in Fig. 1c, on simulated cpRNA-seq data generated using a linear mixture model from 6 of our scRNA-seq cells with 1:2:3 ratio, 15 cells with 1:2:3:4:5 ratio, or 34 cells with 3:4:5:6:7:9 ratio, in all cases, the sampling reaches perfect saturation when all cells are sampled, and approaches a close to saturation point with small variations at 4, 12, and 21 cells, respectively, demonstrating a theoretical robustness of the iCpSc.saturation analysis method. Similar saturation points can be identified using two public datasets that contain both time-series single-cell RNA-seq and matching bulk RNA-seq data—human skeletal muscle myoblast differentiation (GSE52529) and human neural differentiation (GSE86894), suggesting that our package can be generalized to other data, and is not dataset specific (Fig. 1c).

Deep sequencing depth per cell can minimize or eliminate the cell–cell variation introduced technically due to the sampling effect. So far this sampling effect has not been specifically examined. Our iCpSc method provides an opportunity to unbiasedly investigate such an issue using cpRNA-seq as the reference. By sampling three datasets to different coverage levels, we show that sequence depth indeed has a large impact on the number of samples required to reach a saturation level to match the cell population profiles, the lower depth requires a much larger number of cells to sequenced (Fig. 1d).

Analyses using simulated data show a similar trend (Supplementary Fig. 3), although rare cell types take deeper than usual sequencing depth to uncover (Supplementary Fig. 3), and are more susceptible to unbalance cell population expansion (Supplementary Fig. 4). In these analyses, we first simulated four subtypes of cells at various compositions with the rarest subtype comprising 5% of total 20,000 or 50,000 cells^17^ and randomly sampled them at different sampling depths (Supplementary Fig. 3 and Methods section). All four subtypes could be seen from 0.05% sampling depth in both simulated datasets (10 cells in 20,000 cells or 25 cells in the 50,000 cells; for a less rare 10% population, 0.02% or 10 cells in 50,000 cells), and the compositions of the four cell types become the same as the actual composition starting from the sampling depth of 0.5% (Supplementary Fig. 3c). We also compared the slope of similarity to bulk reference transcriptome (using Pearson's correlation coefficient (PCC)) curve for randomly sampled cells, with that for cells sampled with the exact same composition as in the initial population (Supplementary Fig. 3d). A discrepancy between the two disappears at ~0.1–0.2% of sampling depth, which also indicates the minimal depth needed to capture the original composition of the cells.

To see if compositional changes over time could lead to the inference of incorrect time points when mapping to a bulk reference sample, we simulated two equally sized sub-populations that are distinct on the transcriptome level, i.e., 20% of the genes differ significantly (*p* < 0.05, generated using the splatter package^17^). Then the two sub-populations of single cells change at each timepoint, a total of five timepoints with 1% of genes change significantly at each timepoint (*p* < 0.05, generated using the splatter package). In addition, one of the populations strongly expands, while the other one remains constant, such that at the final time point the composition is 95% vs. 5%. Using the iCpSc.CpToScTime package to infer the temporal order/trajectory of single cells, we found in the no-expansion model that the inferred trajectories correlate highly with the actual orders for both minor and major cell types. In the expansion model, for the minor cell type, the correlations (Spearman's rank correlation coefficient (RCC)) decrease significantly, while there is little decrease for the major cell type during expansion (Supplementary Fig. 4).

### Heterogeneity of neural commitment revealed by scRNA-seq

We found substantial differences in gene expression between individual cells at the same time point (PCC range: 0.35–0.71; Fig. 1e and Supplementary Fig. 5), which reflected the extensive cell–cell variation at the transcriptome level. In contrast, the average gene expression levels of the eight single-cell groups at each of the eight timepoints are well correlated with the gene expression levels measured by cpRNA-seq (PCC range: 0.71–0.79; Fig. 1e), particularly, at the initial and late stages of mESC neural differentiation (Fig. 1f), suggesting higher conformity of single cells at these end points. 

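Pairs of cells of the same time point had a Pearson r of log10(RPKM + 1) between 0.317 and 0.691, with a mean of 0.550. The lowest pair came from S4a and the highest from S2b, and time-point means fell from 0.578, 0.594, 0.591 and 0.616 at S1a to S2b to 0.552, 0.508, 0.484 and 0.478 at S3a to S4b. Cells of different time points had a mean r of 0.488. With every gene of the single-cell file the pairs ran from 0.354 to 0.713. Restricting the genes to those of the time model, an alternative added later, moved the mean most, to 0.495. Pairs share cells, so no p-value is given.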

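Averages of the 8 cells, as log10 of the mean RPKM + 1, were correlated with the parallel population of the same time. The r values were 0.685, 0.664, 0.679 and 0.689 at S1a, S1b, S2a and S2b, and 0.703, 0.655, 0.595 and 0.643 at S3a, S3b, S4a and S4b. Their mean was 0.664, above the 0.523 to 0.617 that single cells reached on average at a time point. Averaging log10 values instead of RPKM moved r most, to a mean of 0.746 with a range from 0.706 to 0.783. For 6 of the 8 averages the nearest of the parallel populations was their own; S2a was nearest to S2b and S3b to S3a, by differences in r below 0.001.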

Unsupervised hierarchical clustering (Fig. 1g) or principal component analysis (Fig. 1h) revealed similar patterns. In addition, we observed a clear transition trajectory from mESCs to neural progenitors, as well as differential rates of commitment across individual cells from the same time point (Fig. 1h), where single cells are ordered similarly as shown by global hierarchical clustering (Fig. 1f).

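Principal component analysis of the 64 cells used the 1425 genes of the time model. PC1 held 14.7% and PC2 5.30% of the variance. Mean PC1 per time point correlated with collection time at r 0.966 over 8 time points (two-sided exact permutation p 9.92e-05; Spearman rho 0.929, p 0.00223; r 0.901 without the 2 time points farthest from the median time). It was lowest at S1b, at -6.96, below S1a at -6.25, and highest at S4b, at 14.0. Cells of a time point spread by an SD of 0.833 at S1b and 7.43 at S4b. The S4b value rests on 1 cell, S4b-16, which lay at -4.22, while the others lay between 15.2 and 17.6. It also lowers the S4b mean. Cut into 4 groups, hierarchical clustering with average linkage gave an adjusted Rand index with stage of 0.158 and k-means 0.317. Of the 16 cells of stage 4, k-means put 9 into a group of their own, 5 with 3 cells of stage 3, and 2 with earlier cells. The genes were chosen for changing between population samples, so PC1 is not independent of the course of differentiation.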

### A differentiation timer in single cells

Intriguingly, according to our single-cell data—except for a single outlier cell that remained stuck in the original stage at the very last time point (the “S4b-16” cell)—all cells seemed to only differ in temporal position along the differentiation trajectory (Figs. 1f, h). That is, no other new state appears which branches away from the four major stages (S1–S4, Fig. 1f). This suggests that the intercellular heterogeneity largely reflects the speed of differentiation, rather than a lockdown at certain stages without proper progression.

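The cell S4b-16 had a predicted differentiation time *t* of 46.9 h, whereas the other 7 cells of 216 h had at least 181 h. On the model genes it lay nearest to the 9 h cells, with a mean r of 0.582 against 0.224 to the other S4b cells. Its *Pou5f1*, *Utf1* and *Sall4* stood at 1.94, 3.10 and 2.19 on the log10(RPKM + 1) scale, where the other S4b cells had medians of 0.571, 1.31 and 0.153. *Hes5* was listed at 0, and *Nes*, *Sox11* and *Fabp7* were at 0.0689, 0.115 and 0.275 against medians of 1.00, 1.68 and 2.50. Detection does not set this cell apart, since 7624 genes were above 0 in it and 6771 to 8957 in the others. From the single trajectory of the remaining cells, the paper proposes that heterogeneity largely reflects the speed of differentiation. With 1 culture per time point and cells measured once, the speed of a cell itself is not observed in these values.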

We sought to perform analysis of single cells according to their progression. There are many methods developed to infer pseudotime trajectories of single cells based on scRNA-seq. However, the pseudotime is only an order of cells, rather than a reflection of real differentiation time, and such pseudotime analyses are limited by confounding factors, particularly the cell cycle^3, 14^. Unfortunately, we cannot be sure which factors cause the misalignment of inter-cell distance-based trajectory reconstruction. The cell cycle often appears as a confounding factor and its removal by the scLVM package is the currently available resolution for analysis. However, as the cell cycle is emerging as a key regulatory component of differentiation timing^5–7^, removing cell-cycle-related gene expression is not a viable approach. It was therefore necessary to develop a new method to analyze scRNA-seq differentiation data.

We developed the “iCpSc.CpToScTime” utility which is based on first extracting a reference differentiation time from cpRNA-seq data and applying it to scRNA-seq data. To do this, we used a modeling method similar to that in our recent image-based biological age prediction^18^. We first extracted partial least-square principle components (PLSC) that show a linear relationship to the actual differentiation time using the cpRNA-seq data. For our mESC neural differentiation data the first two components, PLSC1 and PLSC2, together explained 73% of the variance associated with time. These components were well separated and ordered cell population samples according to their time points (Fig. 2a). 

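Partial least squares regression of collection time on log10(FPKM + 1) used the 1425 genes that changed at least 4-fold between the populations and, in the cells, were above 0.5 RPKM in at least 8 and above 0 in more than 50% of them. PLSC1 held 62.6% and PLSC2 6.61% of the variance of these genes, 69.2% together. In the same fit both components accounted for 94.0% of the variance of collection time. The former share is the closer match to the percentage the paper prints, although its wording, variance associated with time, leaves open which of these was meant.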

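Up to 22 h PLSC1 scores lay between -8.57 (2 h) and -7.03 (0 h of the first series), and they rose to 15.9 at 142 h. PLSC2 moved between -2.27 at 2 h and 2.83 at 34 h, fell back to -2.64 at 103 h and was 4.80 at 216 h. On PLSC1 the parallel samples of 84, 106 and 144 h, at -0.0906, 3.04 and 7.43, lay below first-series samples taken earlier, for example 4.46 at 80 h and 9.04 at 103 h.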

We define the PLSC1 and PLSC2 linear model fitted differentiation time as *T*, which is highly correlated to actual time (PCC = 0.979). 

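Fitted *T* correlated with collection time at Pearson r 0.970 and Spearman rho 0.961 over 22 samples. Both two-sided permutation p-values were 1e-05, the smallest possible with 100000 resamplings, and 1.33e-05 after Benjamini-Hochberg adjustment over the 4 relations with collection time that were tested. Without the 2 samples farthest from the median time r was 0.966, and it was 0.992 within each series (14 samples, rho 0.982; 8 samples, rho 1). This fit uses the same times that it is compared with. When each sample was predicted from a model without it, the alternative that moved r most, r was 0.870 and rho 0.933; the 216 h sample, beyond the range of the others, was then placed at 119 h. Refitting with permuted times 100 times gave an in-sample r of up to 0.797. At 84, 106 and 144 h the parallel series had a *T* lower by 34.1, 31.3 and 42.0 h than the first series, interpolated at 84 and 106 h and taken from its last sample, of 142 h, for 144 h.

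**Figure D1:**
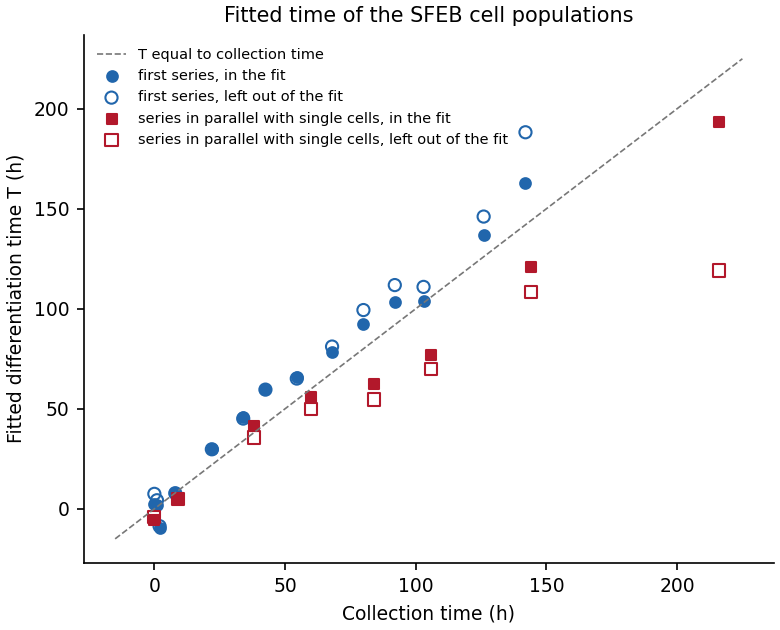
Fitted time T of the 22 cell population samples against collection time, both in hours. Circles are the first series of 14 time points and squares the 8 samples taken in parallel with single cells, filled for samples in the fit and open for samples left out of it. Each symbol is 1 library, and the dashed line marks equal times.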

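Adherent monoculture, a second way of differentiating mESCs, gives 15 samples from 0 to 216 h that took no part in the fit. The authors deposited their FPKM without a batch correction being stated. Predicted times rose from -11.4 h at 0 h to 151 h at 216 h, with Pearson r 0.956 and Spearman rho 0.986 (two-sided permutation p 1e-05, the smallest possible, and 1.33e-05 adjusted over the same relations). Steps back occurred at 41.5 h (20.6 h after 21.1 h at 35.5 h) and at 144 h (112 h after 124 h at 140.5 h). Leaving out the 2 samples farthest from the median time gave r 0.981. The 15 samples form 1 series, and r ran from 0.940 with scaled genes to 0.973 with an 8-fold limit on change.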

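For each cell, log10(RPKM + 1) of the model genes was projected on the 2 components, and the projection was rescaled by a line fitted to the collection times of the cells, with slope 1.28 and intercept 79.9 h. The rescaling leaves correlations unchanged. Mean *t* was 22.6, 27.8, 56.2, 67.3, 83.9, 74.5, 139 and 186 h for cells collected at 0, 9, 38, 60, 84, 106, 144 and 216 h, and SDs between cells were 18.6, 8.38, 13.1, 12.3, 19.0, 20.9, 44.9 and 58.8 h. Over 8 time points the means correlated with collection time at r 0.980 (two-sided exact permutation p 9.92e-05) and rho 0.976 (p 0.000397), and without the 2 time points farthest from the median time at r 0.938 (p 0.00972) and rho 0.943 (p 0.0167). Over single cells r was 0.864 and rho 0.838, values that describe the spread and carry no p. Among alternatives, an 8-fold limit on change moved the r of the means most, to 0.950. Leaving out S4b-16 raised r over cells to 0.914. At S4b this cell lay at 46.9 h and the others between 181 and 232 h, so the SD of 58.8 h rests largely on it. Centred on the time points, *t* correlated with the number of genes detected at r 0.252, and at single time points r ran from 0.0185 (S2a) to 0.660 (S2b).

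**Figure D2:**
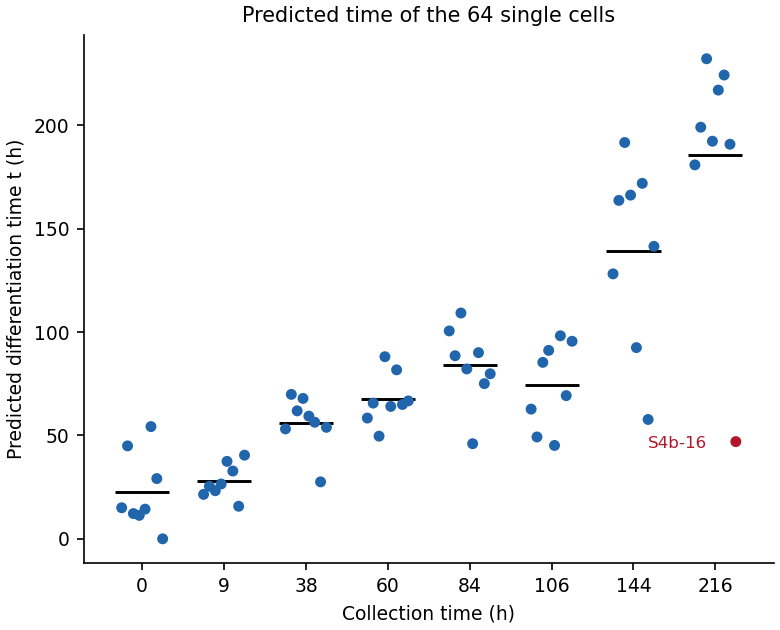
Predicted time t of the 64 single cells against collection time, both in hours. Each point is 1 cell, with 8 cells per time point, lines mark the mean of the time point, and S4b-16 is drawn in red.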

Next, based on PLSC1 and PLSC2, we generated a linear model to predict the differentiation time (denoted as *t*) of each single cell by fitting it to the single-cell gene expressions’ projections (loadings) on PLSC1 and PLSC2 (Fig. 2b, Supplementary Fig. 6a, and Methods section). The ordering of the single cells by their predicted differentiation time, although derived from an external reference, was in general similar to the order given by Monocle2 (Spearman’s RCC = 0.92; Supplementary Fig. 6b, c). We further compared our methods with the three existing methods, diffusion pseudotime^19^, Wishbone^20^, and Monocle2^1, 21^, using the similarity to sample collection time as an evaluation parameter. iCpSc predicted times show the highest correlations to the real collection time as compared to the other methods (Fig. 2c). 

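Diffusion pseudotime (DPT) was run on the model genes with scanpy, with the 0 h cell nearest to the 0 h mean as root. Its Pearson r with collection time over the 64 cells was 0.836 and that of the first principal component 0.860. On time-point means DPT reached r 0.969 with exact p 2.48e-05 and rho 1. Ranks of the cells by *t* correlated at 0.880 with those by DPT and at 0.895 with those by PC1. The model behind *t* was fitted to collection times of populations, while DPT used collection time only to choose its root. Wishbone and Monocle2 were not used here.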

Similar results were observed for the published human skeletal muscle myoblast differentiation and neural differentiation dataset (Fig. 2c). It should be noted that other than iCpSc, the three other methods can only predict pseudotime, instead of real time. Moreover, we examined the robustness of performance by each of the four methods through sampling cells. 

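Robustness was examined with 100 random draws of 2, 4 or 6 cells per time point, in which *t* was kept from the full model and DPT and PC1 were recomputed. Median r with collection time for *t* was 0.918, 0.895 and 0.851, for DPT 0.827, 0.809 and 0.837, and for PC1 0.896, 0.889 and 0.845. SDs over draws were 0.104, 0.0563 and 0.0311 for *t*, 0.0820, 0.0475 and 0.0269 for DPT, and 0.104, 0.0523 and 0.0291 for PC1. The medians of *t* were the highest at each number of cells, and the SDs of DPT the smallest.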

For all three datasets, iCpSc shows not only highest correlation between predicted time and real collection time, but also the most robust pattern among different sampled sets of cells (Fig. 2d).

**Fig. 2:**
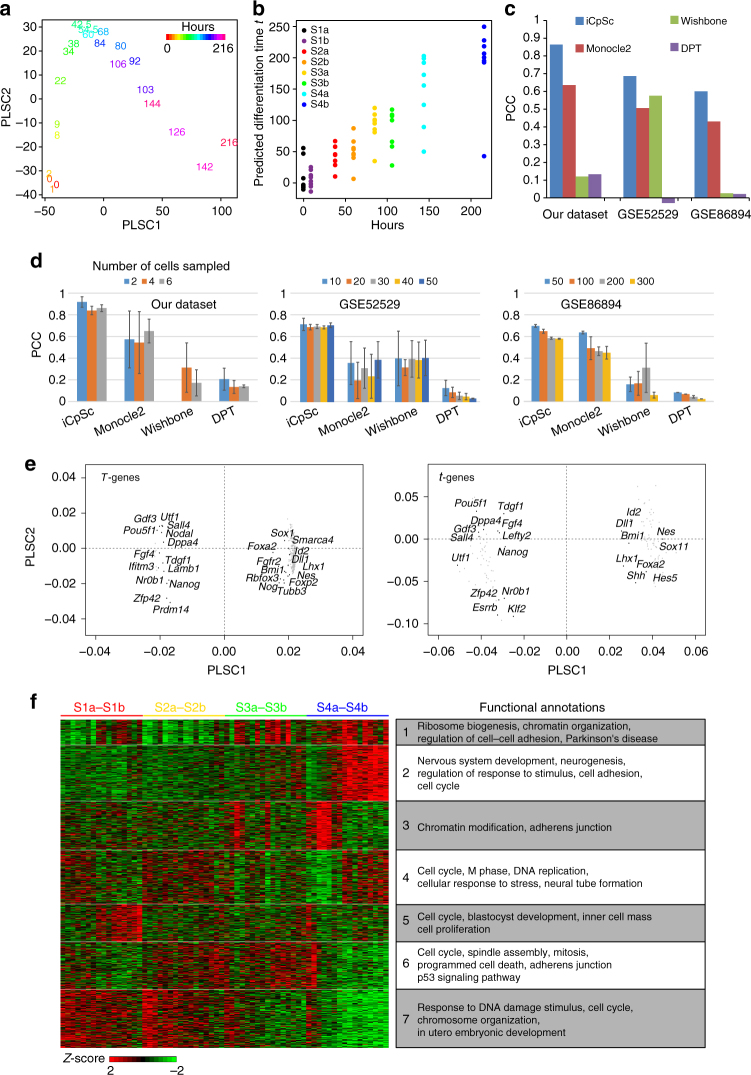
Neural differentiation timing in single cells. **a** Temporal order displayed by cell population samples when projected on the first and second partial least-square (PLS) regression components of cell population RNA-seq profiles. **b** Single cells ordered by the differentiation time *t* predicted by the PLSC1 and 2 derived linear model (see Methods). Cells with the same color were obtained at the same experimental time point. **c** Similarity between real sample collection time and the predicted time and given by four different (pseudo-)time prediction methods on the mESC neural differentiation dataset or two public datasets. **d** Robustness of four (pseudo-)time prediction methods. Similarity between real sample collection time and the predicted time and given by four different (pseudo-)time prediction methods on the mESC neural differentiation dataset or two public datasets, in randomly selected sample sets with different numbers of cells sampled for each time point. Error bars indicate the standard deviation of five sampling tests. **e** The projections onto PLSC1 and PLSC2 for selected genes: genes (gray dots) that have the top 10 strongest expression correlations with the fitted differentiation time *T* in cell population (left) or the predicted differentiation time *t* in single cells (right), and development-related marker genes that have |PCC| > 0.6 with *T* or *t* are shown as black dots with gene names. **f** The expression pattern of predicted differentiation time-related genes, the “*t1–4*-genes”, clustered by BIC-Skmeans and their functional annotations

Plotting predicted time against scPLS2, which captures the largest variances that is not the strongest correlate with predicted time, also allows iCpSc to detect branching trajectories (Supplementary Fig. 6d).

To identify the genes contributing to the differentiation timing, we defined the 2721 genes that are significantly correlated to *T* as “*T*-genes” in cpRNA-seq data (*p*-value < 0.003; Supplementary Fig. 7a, Supplementary Data 2, and Methods section). 

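*T*-genes were taken as the expressed genes with an absolute Pearson r of log10(FPKM + 1) with *T* of at least 0.6 over 22 samples, the cutoff in Methods. This gave 6339 of 13115 genes, 3656 rising and 2683 falling. In 100 refits with permuted times the number had a median of 2706.5 and was at most 6126. Of the first 1999 of the 2721 rows of the paper's list, 1998 are in the population file and 1751 were *T*-genes here. Among genes changing at least 4-fold, a limit added later that moved the count most, 2389 were *T*-genes. Largest falling r values were *Ass1* -0.977, *Las1l* -0.976, *Lap3* -0.973, *Nufip1* -0.971 and *Capg* -0.965, and largest rising ones *Ank2* 0.985, *Zfp238* 0.983, *Mapk8ip1* 0.983, *Brsk2* 0.982 and *Tuba1a* 0.977. Falling *T*-genes include 9 of 10 fibroblast markers; the 6 markers in the single-cell file summed to 21.6 RPKM in the mean of the 0 h cells and to 821 FPKM in the population.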

Meanwhile, we defined that the 1035 genes significantly correlated to predicted differentiation time *t* of a single cell (*p*-value < 0.001; Supplementary Fig. 7a and Supplementary Data 2) in scRNA-seq data as “*t*-genes” (Fig. 2e). 

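With an absolute r of at least 0.4 between log10(RPKM + 1) and *t* over the 64 cells, 1027 of 11449 genes were *t*-genes, 659 rising and 368 falling. Of the paper's 1035 *t*-genes, 1033 are in the file and 925 were found again. The 5 largest negative values were *Rps4y2* -0.839, *Utf1* -0.824, *Eif4ebp1* -0.809, *Dppa5a* -0.806 and *Rpl10a* -0.758, and the 5 largest positive *Fabp7* 0.819, *Sox11* 0.795, *Gm1673* 0.758, *Fgfr3* 0.725 and *Hes5* 0.710. The count depends most on the cutoff, with 2302 genes at 0.3 and 413 at 0.5. After both *t* and expression were centred on each time point, 305 genes passed the cutoff. A p-value over 64 cells would take cells as independent and is not given.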

There were 562 genes that overlapped between the *T-* and *t-*genes. In addition, correlation in the opposite direction to the time *T* or *t*-axis revealed pluripotency genes including *Pou5f1*, *Utf1*, and *Sall4*, and the neural commitment markers such as *Nestin*, *Sox11*, and *Hes5* (Fig. 2e).

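Between the lists derived here, 749 genes were shared out of 1001 *t*-genes present in both files, and 740 of them had the same sign of r with *T* and with *t*. When *T*-genes were limited to those changing at least 4-fold, 476 were shared.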

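Correlations with *T* and *t* were -0.848 and -0.640 for *Pou5f1*, -0.790 and -0.824 for *Utf1*, and -0.810 and -0.674 for *Sall4*. For *Nes* they were 0.779 and 0.704, for *Sox11* 0.976 and 0.795, and for *Hes5* 0.837 and 0.710. All 6 genes passed both cutoffs. Part of the agreement between the axes is built in, because *t* is a projection on components fitted to *T*.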

Then, by identifying genes whose expression level in single cells are linearly related to the predicted differentiation time at each differentiation stage, we tried to uncover a gene expression signature of differentiation timing within each stage. We refer to these genes as “*t1*-genes”, “*t2*-genes”, “*t3*-genes,” and “*t4*-genes”, respectively, and “*t1–4*,*”* collectively (Supplementary Fig. 7b, Supplementary Data 2, and Methods). 

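Within the 16 cells of a stage, genes with an absolute r with *t* of at least 0.5 numbered 920, 1098, 592 and 1317 for *t1* to *t4*, and 3388 in union. The paper's supplementary list has 1832 genes, 1831 of them in the file and 1352 found again here. Each stage joins 2 collection times, so r within a stage still holds the difference between these times.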

Surprisingly, *t*- and *t1–4*-genes are highly enriched for cell-cycle-related genes, whereas *T*- and *T1–4*-genes do not enrich cell-cycle-related genes (Fig. 2f, Supplementary Fig. 7b–e, and Supplementary Data 3). 

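Cell-cycle genes were the union of fixed lists of 43 S-phase and 54 G2/M-phase genes, of which 96 are in the single-cell file and 97 among the expressed population genes. For each gene set, 10000 random lists matched on expression were drawn. The 1027 *t*-genes held 8 cell-cycle genes against a matched median of 12 (range of the middle 95% 6 to 19, ratio to the matched mean 0.662). The 3388 *t1–4*-genes held 18 against 27 (19 to 36, ratio 0.669), and the 6339 *T*-genes 31 against 40 (31 to 50, ratio 0.766). Without matching, shares relative to all genes were 0.929, 0.634 and 0.661. By stage, *t1* held 11 against 6 and its falling part 10 against 3 (0 to 7, percentile 99.93), while *t2*, *t3* and *t4* held 1, 0 and 10 against 6, 6 and 12. Centring on each time point moved the *t*-gene ratio most, to 1.23 (4 genes against 3, percentile 68.1). The paper's own *t*-list gave 8 genes (ratio 0.625) and its *t1–4*-list 20 (ratio 0.848; 1.30 relative to all genes without matching). These lists of phase genes are shorter than the GO terms behind Fig. 2f, which were not used here. Random lists were drawn from genes of the same data. The paper compares its *t1–4*-genes with the genome background, which was not used here.

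**Figure D3:**
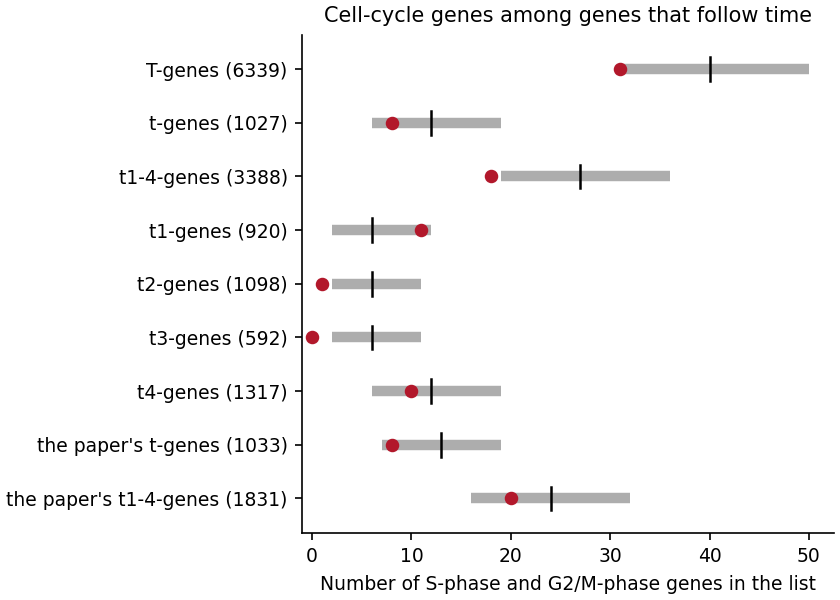
Number of S-phase and G2/M-phase genes in each gene set (points) and in 10000 random lists matched on expression (grey bars, middle 95%; ticks, median). Numbers of genes in each set are in brackets.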

Cell-cycle stage is known to play an important role in regulating cell differentiation, e.g., a longer G1 phase promotes differentiation^5–7^. However, it is not clear why and how the cell cycle is involved. Whether the speed of neural commitment and differentiation is actively timed, and further, how the speed and timing for any differentiation process is measured and controlled remains a mystery. It is therefore intriguing that, as suggested by our results, the cell cycle might be a timer, or at least a marker of a timer, for the differentiation process.

### Inferring regulatory networks modulating heterogeneity

One purpose of scRNA-seq is to infer regulatory networks that account for the intercellular heterogeneity. However, this is often hindered by the low amount of RNA detectable by scRNA-seq and that signaling genes are often expressed at low levels, hence not detectable by scRNA-seq. Even when detected, because of their low levels, analyses are more affected by technical noise^3^. We noticed that about 30% of differentially expressed genes in matching cpRNA-seq were not detected by scRNA-seq. 

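Of the 3276 population genes changing at least 4-fold, 1375 (42.0%) did not exceed 0.5 RPKM in 8 cells. The share depends on the definition of detection: 717 (21.9%) are not in the single-cell file at all, and 1806 (55.1%) were not above 0 in more than 50% of the cells. By the paper's Methods, genes below this RPKM limit were discarded from the single-cell values, so absence from the file is nearest to its rule. In the deposited values not every gene of the file passes the limit, and the 42.0% applies it again to them. Of all 13115 expressed genes, 28.5% were not detected by the main definition.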

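By the rule of 0.5 RPKM in at least 8 cells, 4303 *T*-genes were detected in the cells and 2036 (32.1%) were not. Mean log10(FPKM + 1) over the populations had a median of 0.424 in undetected and 1.17 in detected *T*-genes, a difference of -0.744, and medians of mean FPKM were 1.65 and 13.7. Random sets of 2036 *T*-genes had medians between 0.899 and 0.952 in the middle 95% of 10000 draws, and none was as low. The alternative definitions gave differences of -0.697 and -0.766. In the decile of genes with the lowest expression 94.0% of *T*-genes and 91.5% of other genes were undetected, 14.7 and 15.8% in decile 5, and in the highest 0.196 and 0.374%, so at equal level *T*-genes were missed about as often as other genes.

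**Figure D4:**
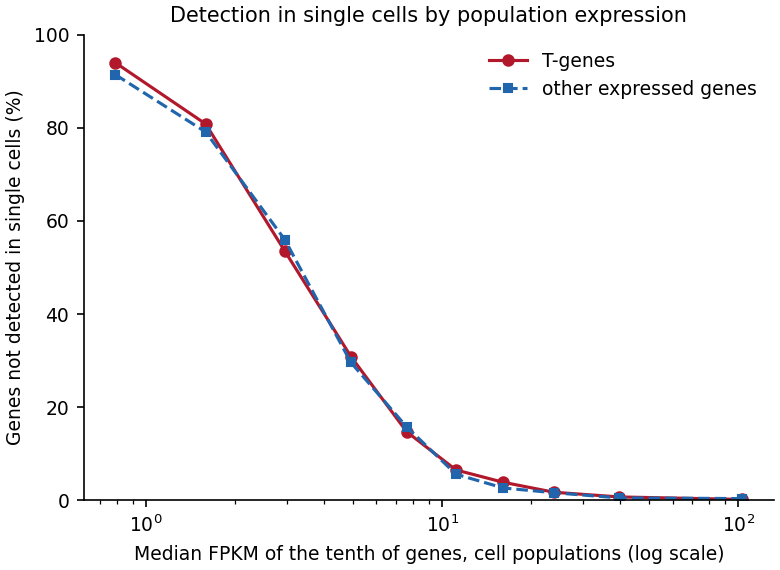
Percent of genes not detected in single cells in each decile of population expression, for T-genes and for other expressed genes. The horizontal axis gives the median FPKM of the decile on a log scale.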

Interestingly, the *T*-genes/*T1–4*-genes that were not detected in single cells had significantly lower expression levels compared with *T*-genes/*T1–4*-genes detectable in single cells (Fig. 3a, right panel) and that the undetectable *T*-genes/*T1–4*-genes were much more enriched for transcription factors, kinases, and signaling genes over the genome background (Fig. 3b). This observation hints at a possibility that the *T*-genes/*T1–4*-genes that are not expressed in single cells might act as upstream signals to regulate the differentiation time-related genes at the single-cell level. To identify potential pathways linking the signaling genes in cpRNA-seq data to the intercellular heterogeneity marker genes in the scRNA-seq data, we adapted the eResponseNet package^22^ to accept cpRNA-seq genes as source nodes and scRNA-seq genes as target nodes, and included the method in the iCpSc package. The eResponseNet algorithm searches for a subnetwork that carries the largest information flow between the source and target gene sets based on an interaction network template and the flow weight of the edges^22^, and thus can potentially be adapted to integrate potential regulators of cpRNA-seq to differentially expressed scRNA-seq genes.

**Fig. 3:**
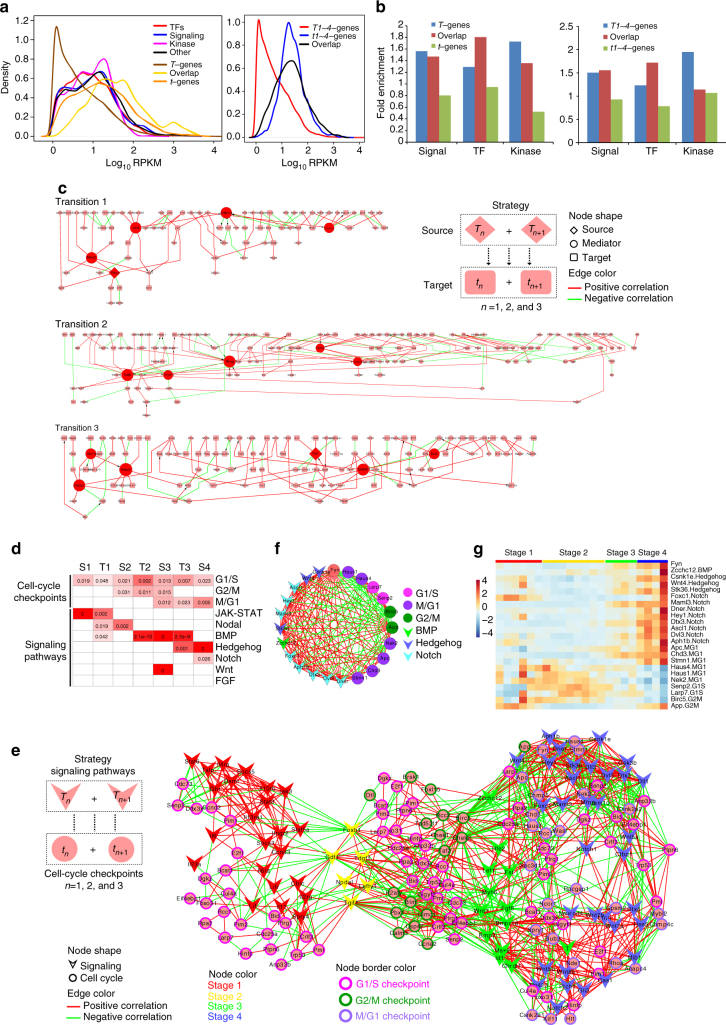
Inferring regulatory events for mESC neural differentiation timing. **a** Expression level distribution of signaling genes, kinases, and transcription factors, compared with scRNA-seq detectable genes and undetectable cpDEGs (left panel), *T-/T1–4*-genes, *t-/t1–4*-genes, or their overlapping genes (right panel) in the cell population RNA-seq data. **b** Fold enrichment for signaling genes, kinases, and transcription factors in scRNA-seq detectable and undetectable cpDEGs, in *T-/T1–4*-genes, *t-/t1–4-*genes, and their overlapping genes. **c** The largest component of each stage transition eResponseNet. The graphic legend shows the eResponseNet input data. Nodes with degree > 4 (top 5%) are labeled as hubs (large nodes). Red/green edge color represents positive/negative correlation (|PCC| > 0.6) between the two nodes’ expression profiles in the cell population RNA-seq data. See graphic legend for node annotations. **d** Significance of enrichment for three cell-cycle checkpoints and seven development-related signaling pathways’ targets in four stages and three stage transitions. Significances of enrichment for pathways members are shown in Supplementary Fig. 8c. Significant enrichment is shown by red blocks, with white representing insignificant. Fisher’s exact test was used to test cell-cycle checkpoint enrichment in *t*_*n*_-genes (*n* = 1, 2, 3, and 4) and in genes of each transition eResponseNet (Bonferroni-corrected *p*-value < 0.05). GSEA against the rank list sorted by expression levels of all expressed genes, and Fisher’s exact test are used to test signaling pathway enrichment in each stage and in each transition eResponseNet over the whole genome, respectively (GSEA FDR < 0.05, Bonferroni-corrected *p*-value < 0.05, see Methods section). For column names, “S” stands for “Stage” and “T” for “Transition”. **e** The CSI network among the *T*_*n*_- or *t*_*n*_-genes belonging to enriched signaling pathways and cell-cycle checkpoints, respectively (*n* = 1, 2, 3, and 4). Gene expression PCC-derived CSIs are calculated based on cell population RNA-seq expression values. The stage of a gene is defined by the stage where its pathway is activated (see Methods section). **f** Subnetwork of Fyn from **e**. Node shapes indicate cell-cycle checkpoints or signaling pathways. Node colors represent different gene categories. **g** Expression patterns of genes in **f** network during mESC neural differentiation

For each mESC neural differentiation stage transition, we used the *t*_*n*_ and *t*_*n+1*_ genes as molecular signatures or target nodes (*n* = 1, 2, and 3), and *T*_*n*_ *and T*_*n*+1_ genes detectable (expressed) in cell populations but undetectable (unexpressed) in the single cells as source nodes (Fig. 3c and Supplementary Fig. 8a). Here we defined the flow weight of edges as the PCC between two genes’ expression profiles in the cpRNA-seq data in the two consecutive stages *n* and *n *+ 1 for each stage transition (see Methods section).

We noticed that cell-cycle-related genes were much more enriched (3.1-fold enriched) in the eResponseNet network than in the *t1–4*-genes (1.8-fold enriched) even though in both they were statistically significantly higher than the genome background (Supplementary Fig. 8b, Fisher’s exact test *p*-value = 6.5e−54 and *p*-value = 1.7e−13, respectively), which further suggests potentially critical roles of the cell cycle during neural differentiation.

To further identify the roles of the cell cycle in differentiation control, we collected G1/S, G2/M, and M/G1 (spindle and metaphase-to-anaphase) checkpoint-related genes from GO to test their enrichment in *t1–4*-genes for each stage and in the eResponseNet for each stage transition. We found that G1/S checkpoint genes are enriched in all stages and transitions, while G2/M checkpoint genes are only enriched in the second transition and its neighboring stages (Stages 2 and 3), and M/G1 checkpoint genes are only enriched in the third transition and its neighboring stages (Stages 3 and 4, Bonferroni-corrected *p*-value < 0.05 by Fisher’s exact test; Fig. 3d). To infer the interplay between cell-cycle checkpoints and different signaling pathways in controlling each transition, we calculated the enrichment for seven development-related pathways in each stage or transition eResponseNet network. The activated signaling pathways in each stage or transition eResponseNet were determined based on the enrichment of both the signaling pathways’ members and upregulated targets (Supplementary Fig. 8c and Methods section). The enrichment analysis indicates that JAK-STAT, Noda,l and BMP pathways are activated in Stages 1, 2, and 3, respectively, and Notch and Hedgehog pathways are both activated in Stage 4 (false discovery rate (FDR) < 0.25 by Gene Set Enrichment Analysis (GSEA), Fig. 3d, Supplementary Fig. 8c, and Methods). Consistent with the identified eResponseNet results representing potential regulatory networks, they were much more enriched in signaling genes than either the source or target gene sets (Supplementary Table 2). Furthermore, we found that the interactions between 13 of the possible 21 pairs of signaling pathway (*x* genes) and checkpoint (*y* genes) are significantly more than randomly selected *x* × *y* size gene sets (1000 permutations for each test, Supplementary Table 3).

To confirm links between these signaling pathways and cell-cycle events without any network template or prior knowledge, we generated a co-expression network using the Connection Specificity Index (CSI)^23^ among the genes in these pathways and checkpoints. Interestingly, and consistent with the timing-associated cell-cycle phases we observed above (Fig. 3d), the signaling pathways active in the second transition are highly connected to G1/S and G2/M cell-cycle checkpoint genes, whereas active signaling pathways of the last transition are highly connected to both the G1/S checkpoint and M/G1 checkpoint genes (Fig. 3e and Supplementary Table 3). For example, the G1/S cyclin, cyclin E1 (*Ccne1*) is correlated with the Nodal pathway gene *Tdgf1* and negatively correlated with BMP receptor *Bmpr1a* in the second transition, while, in the third transition, *Ccne1* co-expressed with the BMP signaling molecule *Fgf8* and was anti-correlated with many Notch signaling genes, such as *Notch1*, *Hey1*, and *Dtx3*. 

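Correlations of *Ccne1* on log10(FPKM + 1) were computed over the 12 samples of stages 2 and 3 for the second transition and the 8 samples of stages 3 and 4 for the third. *Tdgf1* had r 0.887 (permutation p 2e-05; rho 0.944, p 1e-05, the smallest possible) and *Bmpr1a* r -0.867 (p 0.00055; rho -0.881, p 0.00033). *Fgf8* had r 0.929 (exact p 0.00161; rho 0.857, p 0.0107), *Notch1* r -0.934 (p 0.00181; rho -0.857, p 0.0107), *Hey1* r -0.959 (p 0.000446; rho -0.952, p 0.00114) and *Dtx3* r -0.973 (p 4.96e-05; rho -0.976, p 0.000397). All p are two-sided, and all 6 relations were below 0.05 after Benjamini-Hochberg adjustment, the highest adjusted p being 0.00181 for r and 0.0107 for rho. Without the 2 samples farthest from the median of *Ccne1*, r was 0.876, -0.815, 0.934, -0.947, -0.945 and -0.950. Within the first series *Tdgf1* and *Bmpr1a* gave 0.958 and -0.847 over 8 samples; other series had 4 samples, too few. *Ccne1* itself fell with time in both windows (r -0.927 and -0.907), and 5.19, 13.8, 4.63, 9.87, 5.40 and 2.66% of all expressed genes correlated with it at least as far in the same direction. Over all 22 samples, the alternative that moved a value most, *Fgf8* had r 0.0804 (p 0.724).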

To further test the eResponseNet and CSI networks, we focused on the hubs that are connected to cell-cycle genes to see whether they exert their effects on timing and neural lineage commitment through regulating the cell cycle (Figs. 3c, e and Supplementary Fig. 8b, Supplementary Table 4, and Methods). To this end, we observed that cell-cycle genes are 1.6- and 2.5-fold more enriched among interactors of the hub genes than those of non-hub genes, or 3.7- and 19.8-fold than genome average, in the eResponseNet and CSI networks, respectively. Interestingly, *Fyn* is one such hub in both the eResponseNet and CSI networks, connecting to mitotic checkpoint genes and Notch pathway genes (Fig. 3f). Since the Notch pathway is a key controller for neural precursor cell (NPC) identity, which is the major cell fate after the third transition, this observation hints at a regulatory role of *Fyn* in the final transition to NPC fate.

### Experimental validation of differentiation timing regulation by Fyn

We noticed that G1/S and G2/M checkpoints genes are significantly enriched at transition 2, and M/G1 genes are enriched at transition 3 in the eResponseNet and CSI networks. Meanwhile, *Fyn* is connected to multiple G1/S, G2/M, and M/G1 checkpoint genes, in addition to Hedgehog and Notch pathway genes in the CSI network (Fig. 3e, f). It is also a mediator node at transition 2 and a hub mediator at transition 3 in the eResponseNet network (Fig. 3c). Additionally, induction of *Fyn* occurs immediately before the appearance of NPCs at transition 2, and its expression increases in parallel with Notch, Hedgehog, and many M/G1 and G2/M genes (Fig. 3g). These led us to ask whether Fyn can act on cell-cycle checkpoints and control the speed/timing of mESC differentiation to NPCs. To do this, we generated a *Fyn* KO in mESCs with CRISPR/Cas9 (Fig. 4a and Methods). 

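*Fyn* stood at 7.45 and 6.82 FPKM in the medians of stages 1 and 2 and at 12.6 and 19.2 in stages 3 and 4. It was lowest at 34 h (4.24) and highest at 216 h (34.5). Its r with collection time was 0.835 (two-sided permutation p 1e-05, the smallest possible) and rho 0.658 (p 0.00094), 0.712 without the 2 samples farthest from the median time, and 0.808 and 0.861 within the first and parallel series. Co-expression was counted at r above 0.6 over the 22 samples. Of 48 expressed genes of a fixed Notch pathway list 25 were above and 3 below -0.6; for 47 genes that could be matched on expression, random lists held 12.7 above on average (percentile 99.98). Of 45 genes of a spindle checkpoint and M/G1 list, 4 were above and 16 below, with 12.8 below in matched lists (percentile 85.9). S-phase genes had 0 of 43 above and 16 below, and G2/M-phase genes 6 of 54 above and 16 below. Without the 216 h sample 10 spindle checkpoint genes and 9 S-phase genes were below, and 11 G2/M-phase genes were above and 11 below. Among all expressed genes 28.0% were above and 18.9% below. In adherent monoculture, the alternative that moved the Notch count most, 27 Notch genes were above and 8 below. There 34.1% of all expressed genes were above and 21.5% below. Hedgehog genes and the gene panel of Fig. 3g were not used here.

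**Figure D5:**
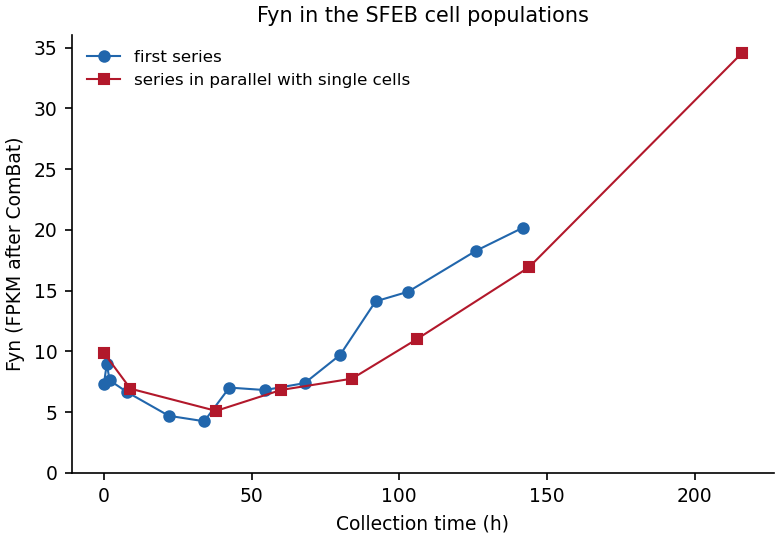
Fyn in FPKM after ComBat in the 22 cell population samples against collection time in hours. Circles are the first series and squares the series in parallel with single cells, and each symbol is 1 library.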

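RNA-seq of the *Fyn* knockout covers WT and KO E14 cells at days 0 and 4, 3 replicates each, 12 libraries in all. From the co-expression of *Fyn* with Notch and checkpoint genes and its rise before NPCs appear, the paper proposes to test whether Fyn controls the speed of differentiation. The authors deposited FPKM for 23107 genes, of which 12257 with at least 1 FPKM in 3 samples were analysed as log2(FPKM + 1) in limma 3.58.1, a scale that understates changes of genes near 1 FPKM. The lowest percentile of the values above 0 lay between 0.0133 and 0.0215 FPKM in every library, with 15125 to 16474 genes above 0 and 6633 to 7982 listed at 0. Read depth itself was not measured, and these values cannot show that it was equal. Libraries differed in composition at day 4, where the 10 highest genes held 47.6, 31.7 and 37.1% of FPKM in WT replicates 1 and 2 and KO replicate 2 and 11.1 to 15.0% elsewhere. WT and KO are 2 lines, and the KO is 1 clone, so a genotype effect is confounded with any other difference between the lines.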

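*Fyn* itself read 3.21, 2.74 and 4.00 FPKM in WT and 0.598, 0.598 and 1.10 in KO at day 0, and 9.44, 4.54 and 6.76 in WT and 1.19, 1.13 and 1.58 in KO at day 4. The log2 fold change was -1.29 at day 0 (limma adjusted p 0.0601) and -1.74 at day 4 (0.0193). At day 4, 1 gene was higher and 8 lower in KO at adjusted p below 0.05. In 9 of 9 the groups were fully separated. Choosing genes by p largely brings this separation about, so the 10% of unselected genes that separate by chance in 3 v 3 is no yardstick. The balance of higher and lower genes was then checked. It rests on 1 library: without WT replicate 3 of day 4, 8 genes were higher and 6 lower. Besides *Fyn* the 9 genes of the full fit were *Zfy1* 2.71, *Ndufs7* -1.87, *Cox20* -1.84, *Mum1* -1.79, *Nit1* -1.56, *Pfdn2* -1.32, *Prkaca* -1.02 and *Pnpla6* -0.83. *Pfdn2*, *Prkaca* and *Pnpla6* lie beyond the 5 largest falls and were named after their values were seen. *Fyn* passed without WT replicate 2 of day 4 but had an adjusted p of 0.0535 to 0.126 without any other day 4 library, and *Cox20* 0.0581 with the replicate block and up to 0.147 without 1 library (KO replicate 1 of day 4). *Nit1* and *Pfdn2* lie on chromosome 1 and *Prkaca* and *Pnpla6* on chromosome 8, whose genes are lower in KO as a whole (medians -0.26 and -0.42), and 4 other Y chromosome genes besides *Zfy1* were also lower in WT. At day 0, 5 genes were higher and 16 lower. No gene had a different KO effect at the 2 days in limma (smallest adjusted p 0.577), with 537 at unadjusted p below 0.05, but 5 passed without WT replicate 1 of day 0, 1 without WT replicate 3 of day 4 and 1 with no filter. With no filter, the alternative that moved the day 4 count most, 24 genes passed at day 4. With only the 6 samples of the day limma gave 0, with 1330 at unadjusted p below 0.05. *Sox1* changed by -2.40 (means 22.2 and 3.11 FPKM, adjusted p 0.156; -1.67 without WT replicate 1), *Pax6* by -2.46 (0.117) and *Jag1* by -1.17 (0.346; -0.46 without WT replicate 1). WT replicates 1, 2 and 3 had *Sox1* at 47.2, 7.81 and 11.6 and *Pax6* at 26.8, 3.71 and 6.77 FPKM. *Mapre1* changed by -0.077 (0.895), *Notch1* by -0.018 (0.990) and *Hey1* by 0.031 (0.974).

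**Figure D6:**
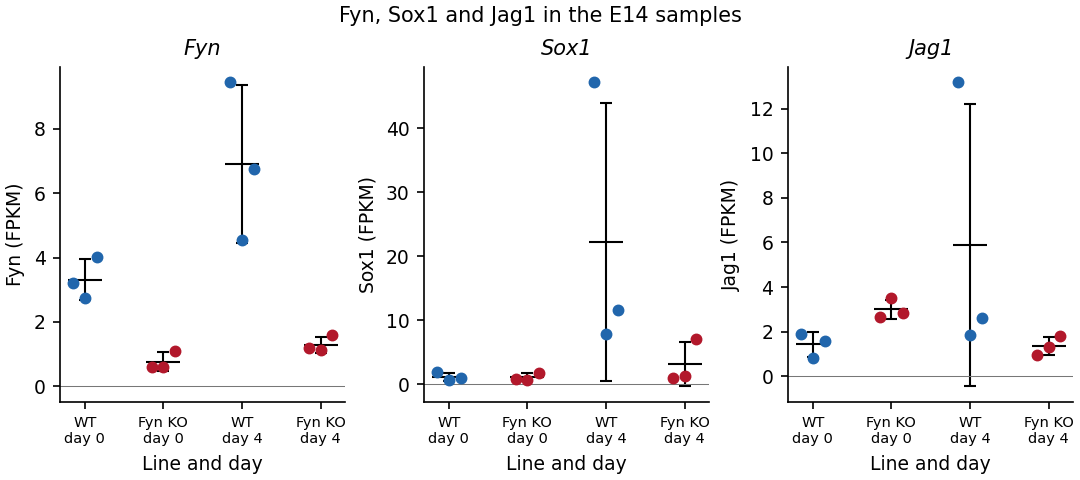
FPKM of Fyn, Sox1 and Jag1 in each E14 library by day and genotype. Points are libraries, with 3 per group, and bars give the mean and SD of the group.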

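Predicted differentiation time was computed for the E14 libraries from 1380 of the model genes. At day 4 it was 91.6, 45.1 and 58.1 h in WT (mean 64.9, SD 24.0) and 38.7, 48.3 and 54.0 h in KO (mean 47.0, SD 7.73), a difference of -17.9 h with a two-sided exact permutation p of 0.3, where 3 v 3 cannot go below 0.1. Most of the difference rests on WT replicate 1, without which it was -4.56 h; without WT replicate 2 it was -27.8 h. A model with 1 component gave -22.4 h. At day 0 the means were -6.76 h in WT and -6.13 h in KO (p 1).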

As predicted, we found that *Fyn* KO delayed *Sox1* induction, and hence neural differentiation. Given the strong correlation between *Fyn* and Notch signaling genes in the CSI network (Fig. 3f), we examined whether Fyn may regulate the Notch pathway. *Fyn* KO not only delayed the induction the *Jag1* gene, which encodes the canonical Notch1 ligand Jagged1, but also the transcription factor *Hey1*, the canonical target of the Notch pathway (Fig. 4a and Supplementary Fig. 9a).

**Fig. 4:**
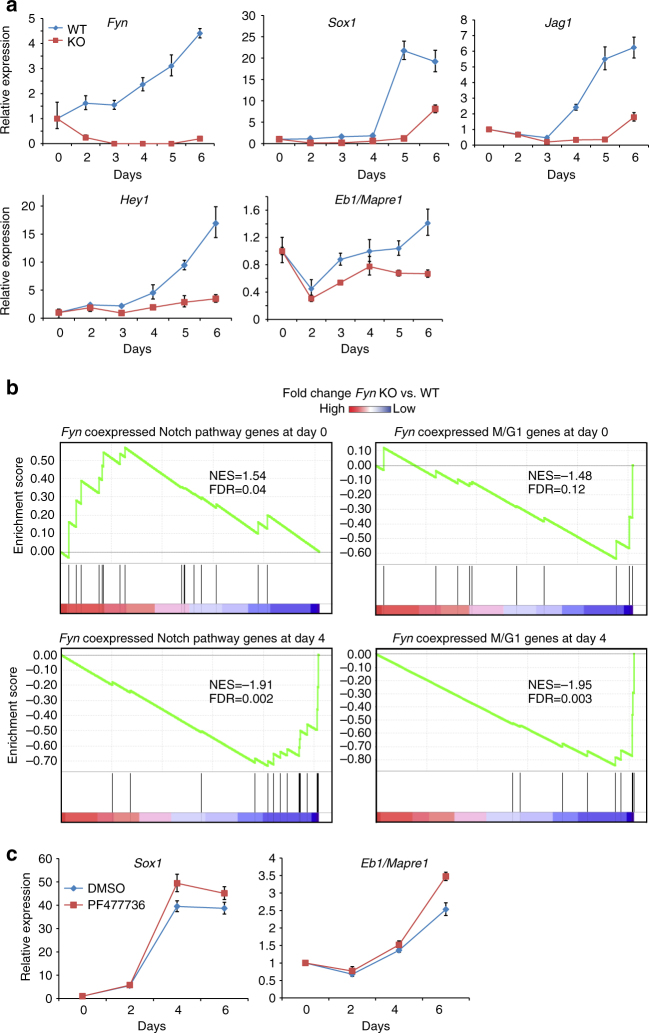
Regulation of neural differentiation timing and the cell cycle by Fyn. **a** Expression levels of *Fyn*, differentiation markers *Sox1, Jag1*, and *Hey1* and M-phase markers *Eb1*/*Mapre1* in wild-type (WT) and *Fyn* KO E14 cells from days 0 to 6 of neural differentiation. Error bars indicate standard deviation of three technical replicates. **b** RNA-seq of WT and *Fyn* KO E14 cells revealed a significant downregulation of Fyn-co-expressed Notch pathway genes and M/G1-phase genes (genes in Fig. 3f, g) on day 4 of mESC neural differentiation. **c** Expression levels of *Sox1* and *Eb1/Mapre1*, with or without G2/M arrest inhibitor PF477736 treatment from days 2 to 4 of neural differentiation. Error bars indicate standard deviations of three technical replicates

Pilaz et al.^24^ have found that the prolonged mitosis of NPCs promotes neuron generation in the developing mouse brain. Meanwhile, *Fyn* overexpression has been known to accelerate progression from prometaphase to M phase and increase M-phase cell numbers^25^. Consistently, we found that *Fyn* KO significantly decreased expression of the M-phase marker gene *Eb1/Mapre1* ^25^ (Fig. 4a and Supplementary Fig. 9a). 

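Lists fixed in advance stand in for the genes of the figure panels. Of the Notch pathway list, 22 genes with r above 0.6 with *Fyn* in the SFEB populations were tested in E14. At day 4 their median log2 fold change in KO was -0.21 and their mean -0.29, 19 of 22 were lower, and camera, with a preset correlation between genes of 0.01, gave p 0.0112 (two-sided). With the correlation estimated from the data p was 0.335 and by fry 0.171, so the call holds only under the preset value. Expression-matched random lists had medians of -0.18 to 0.12 (percentile 1.01). Over all genes and over the list alone 0 genes passed (smallest list-alone p 0.117). All 44 tested Notch genes, the alternative that moved the mean most, gave p 0.407. Relative to all genes the list mean was -0.26; without WT replicate 1, whose predicted time was the highest, it was -0.090 (camera p 0.229), and without KO replicate 1 -0.16 (p 0.266). At day 0 the list was not lower (median 0.039, p 0.362). Only 4 genes of the spindle checkpoint and M/G1 list had r above 0.6 with *Fyn*. Their median was -0.056 and their mean -0.18, with 2 of the 4 lower (camera p 0.332). Over the list alone 1 passed (list-alone p 0.0113), at -0.67. It lies on chromosome 8, whose genes are lower in KO as a whole. The whole list of 45 genes was higher in KO at day 4 (median 0.076, mean 0.050, 14 lower, camera p 0.0446, matched medians -0.10 to 0.076). Camera p was 0.0669 under the replicate block and 0.276 with estimated correlation, and fry gave 0.296. Without WT replicate 1, WT replicate 2 or KO replicate 1, camera p was 0.0715, 0.172 and 0.438. At day 0 the list stood at a median of 0.094 (mean 0.028, 18 lower, camera p 0.109), so a rise confined to day 4 is not shown. Of these genes 6 lie on chromosomes 1, 6, 8 and 14, whose levels are lower in KO as a whole.

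**Figure D7:**
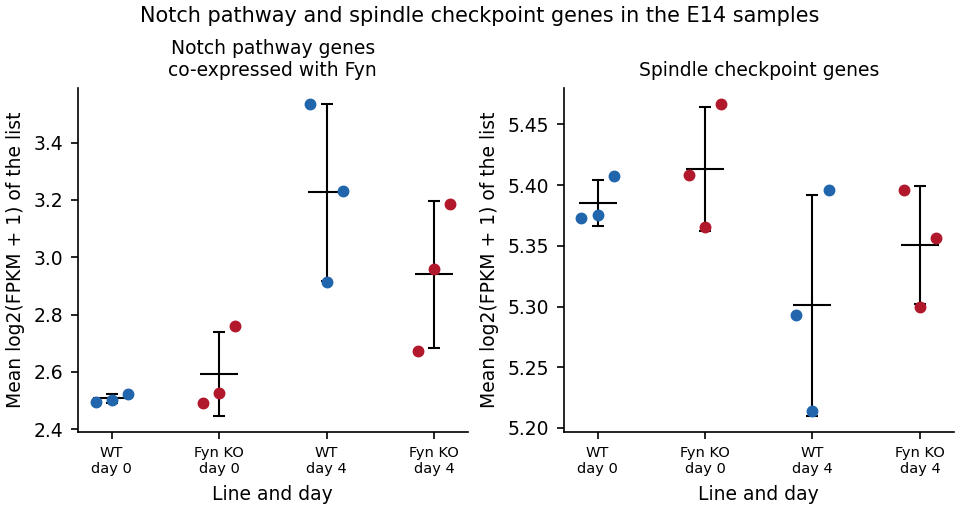
Mean log2(FPKM + 1) of the Notch pathway genes co-expressed with Fyn and of the spindle checkpoint and M/G1 list in each E14 library by day and genotype. Points are libraries, with 3 per group, and bars give the mean and SD of the group.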

We further confirmed an overall downregulation of the Fyn-co-expressed Notch pathway and M-phase gene expression upon Fyn KO by RNA-seq (Fig. 4b).

Consistent with the finding that the M-phase elongation can accelerate the neural differentiation process and that *Fyn* KO undermines M phase and neural differentiation, treating the cells with a drug, PF477736, that can release G2 arrest and elongate M phase by inhibiting CHK1 and CHK2^26^ had the opposite effect on cell-cycle stage and differentiation marker gene expression as *Fyn* KO (Fig. 4c and Supplementary Fig. 9b). Together, these results validate our iCpSc prediction of *Fyn* as a novel regulator of the cell cycle, the timing and speed of neural commitment, and Notch pathway activity, and that the cell cycle, particularly M phase, is involved in the timing/speed of neural differentiation.

## Discussion

Single-cell RNA-seq has become a standard method to identify intercellular heterogeneity during development and reprogramming. It has many advantages that are unmatched by cpRNA-seq. Primarily, by averaging the expression profiles of individual cells, cpRNA-seq masks intercellular transcriptome heterogeneity. We found that averaged transcriptomes failed to reveal cell-cycle genes as the prime correlates to the single cells’ differentiation time, which were identified only in the single cell transcriptomes.

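On the fixed lists, the median r with *T* over the populations was -0.161 for S-phase and -0.241 for G2/M-phase genes, and the median r with *t* over the cells was -0.104 and -0.0846. Past the cutoffs on *T* were 1 rising and 8 falling S-phase genes and 8 rising and 14 falling G2/M-phase genes; past those on *t* were 0 and 3, and 1 and 4. The cutoffs and the numbers of samples and cells differ, so these counts do not rank the 2 data types.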

However, scRNA-seq analysis methods are far from complete or perfect^3^. To start with, even the minimal number of scRNA-seq samples needed to reliably detect intercellular heterogeneity has not been examined. Here we used matched time point cell population data to provide an external standard that addresses this question. Our “iCpSc.samplingSaturation” utility compares the scRNA-seq average to the cpRNA-seq data at the same time point, and plots a saturation curve, to determine whether the sampling is sufficiently saturated to robustly capture major intercellular heterogeneity. It should be noted that our cpRNA-seq- based saturation analysis is meant to assess the MINIMAL number of cells to be sequenced in order to reliably capture intercellular heterogeneity in a biological process, such as the differentiation or dedifferentiation process. For other purposes, e.g., to identify rare cell populations, obviously the more cells sequenced, the easier it is to capture the rare cell populations, which are made possible by the ever decreasing cost and increasing depth of new scRNA-seq technologies. According to our sampling results on simulated data, this minimal number of cells might be an optimistic estimate for rare cell populations (< 5%), especially when cell population expansions are unbalanced (Supplementary Figs. 3, 4).

Existing single-cell analysis methods, including the popular single-cell trajectory reconstruction methods, suffer from many confounding factors, such as the cell-cycle and other hidden variables. Consequently, cells might be aligned to a trajectory based on confounding factors, rather than true differentiation or developmental time. One solution is to remove such confounding factors one by one. However, not all confounding factors are known beforehand (missed false negative factors that give false positive association), and not all assumed confounding factors are actually irrelevant to the process under study, e.g., differentiation and development (factors that give false negative association if removed). In particular, the cell-cycle regulation has recently been shown to be an important causal and regulatory event to many differentiation and development processes^5–7^. Simply removing it will cause true regulatory events to be missed. Our approach (coded by the “iCpSc.CpToScTime” utility) using matched cell population transcriptomes of the same process to build a reference differentiation time model, and applying the reference to single cell transcriptomes, solves this dilemma in an unbiased way and allows reliable identification of cell-cycle events associated with differentiation timing. Furthermore, the reference time model-derived prediction actually gives the scale of differentiation time, unlike the pseudotime given by current single-cell-only based trajectory analysis methods, which are orderings, but not scales of time.

In addition, cpRNA-seq- and scRNA-seq-coupled network analysis further allows identification of regulators giving rise to cell heterogeneity, instead of providing only a measure or markers for heterogeneity. Using the “iCpSc.eResponseNet” utility, we inferred cell-cycle checkpoint genes that potentially regulate mESC neural differentiation timing, and experimentally validated an iCpSc predicted role of the network hub *Fyn* to regulate cell cycle and Notch signaling, and mESC differentiation to NPCs.

We expect future single-cell analyses in other biological systems will further discover and characterize the cell cycle and cell-cycle checkpoints as key factors in the timing of various state transitions. In this respect our method of integrating analysis of temporally matched cpRNA-seq and scRNA-seq data with our comprehensive computational analysis package, iCpSc, provides an effective and unbiased approach for assessing sampling depth, identifying developmental trajectory and timing related regulatory events, though it is not limited to only this application.

## Methods

### Cell culture

Mouse R1 ES cells, originally from Janet Rossant’s laboratory, were propagated using a standard method^27^ and then induced into neural progenitors using monolayer differentiation and SFEB (serum-free floating culture of embryoid body-like aggregates) differentiation protocols, respectively^28, 29^. ES cells were passaged once under feeder-free conditions to remove feeders. For monolayer differentiation, ES cells were dissociated with TrypLE (Invitrogen) and resuspended in N2B27 medium. After that, ES cells were plated onto gelatin-coated dishes at a density of 5 × 10^4^/ml and the medium was changed every other day. On day 6, cells were replated onto poly-d-lysine (PDL)/laminin/fibronectin-coated dishes at a density of 0.5–1.5 × 10^4^/cm^2^ ^29^. For SFEB differentiation, ES cells were dissociated and resuspended in GKSR medium at a density of 5 × 10^4^/ml. Then the cells were seeded into Petri dishes (10 ml). On day 6, cells were dissociated and resuspended in the GMEM-N2 medium. Then the cells were replated onto PDL/laminin/fibronectin coated dishes at a density of 0.5–1.5 × 10^4^/cm^2^ ^28^). The small molecule inhibitors were added from day 2 of monolayer differentiation. These include 0.5 μM or 1 μM PP1, and 0.1 μM PF477736. The vehicle dimethyl sulfoxide was used as control.

### Flow cytometry

Cells (~1 × 10^6^) were suspended in cell staining buffer and incubated with anti-O4-APC antibody (R&D) for 30 min. Then the cells were washed twice by staining buffer, fixed by fixation buffer, resuspended in permeabilization/wash buffer (R&D), and finally stained with anti-GFAP-PE (BD) and anti-TUBB3-AF488 (Biolegend) antibodies. Data were collected from one million to three million cells with FACSCalibur (BD) and were analyzed with the FlowJo software.

### Real-time PCR assays

RNA was isolated using the RNAeasy mini kit (Qiagen) and reverse transcription was performed using SuperScript III (Invitrogen). Real-time PCR was performed on Mx3000P detection system (Stratagene) using TransStart Green qPCR SuperMix (Transgen). Values were normalized against *Gapdh*.

### High-throughput real-time PCR

The experiment was performed using the 48.48 dynamic array (Fluidigm Corporation, CA, USA) according to the manufacturer’s protocol (PN 100-1208 A4). Briefly, cDNA samples were diluted 1:10 with ddH_2_O. Individual primer sets were pooled to a final concentration of 200 nM for each assay. Diluted cDNAs were combined with mixed primers and TaqMan PreAmp Master Mix (Applied Biosystems) for 14 cycles of amplification. Unincorporated primers were removed by Exonuclease I. Products were diluted to 10–20-fold. Then the sample Pre-Mix solutions and Assay solutions were prepared and loaded into chip using IFC Controller MX. Data collection and data analysis were done using the Fluidigm BioMark System. Primers are listed in Supplementary Table 1.

### Single-cell cDNA preparation and RNA sequencing

Single-cell cDNA was prepared using a published protocol^16^. Quality control of double-stranded cDNA was carried out on an Agilent 2100 chip (Agilent Technologies) before library construction. RNA-seq libraries were then prepared according to the protocol of Nextera XT DNA Sample Prep Kit (Illumina). Individual cells were manually picked and transferred into cell lysis buffer. Reverse transcription was performed using the whole cell lysate. After poly(A) was added to the 3′ end of first-strand cDNAs, second-strand cDNA was synthesized. Then the single-cell cDNAs were amplified by PCR for 20 + 9 cycles.

### RNA sequencing

Quality control of double-strand cDNAs was carried out with an Agilent 2100 system (Agilent Technologies) before library construction. RNA-seq libraries were then prepared according to the protocol of Nextera XT DNA Sample Prep Kit (Illumina). Briefly, 100ng cDNAs were fragmented and ligated with adapters. Twelve cycles of PCR were performed to amplify the fragments and add indexes. Primers and very short library fragments were removed by AMPure XP beads (Beckman Coulter). After that, size selection was done by agarose gel purification and the purified samples were quantified by qPCR and Qubit. Normalized libraries were pooled and sequenced on Illumina HiSeq2000.

### Cell population and single-cell RNA-seq data preprocessing

We obtained 100 bp single-end reads by HiSeq2000, then mapped them to the mouse genome build mm9 using Tophat v.1.4.1 with the following parameters: -p 20 -g 1 -N 6 -- no-novel-juncs -G^30^. We calculated RPKM as expression level using Cufflinks v.1.3.0 with default parameters^31^. For single-cell RNA-seq data, we first used the quantile normalization function in R to normalize gene expression levels in different cells. Next, we discarded genes that do not have RPKM > 0.5 in at least eight individual cells within in all 64 single cells, then transformed expression levels by log_10_(RPKM + 1). The saturation curves for single cells are shown in Supplementary Fig. 2A.

### Identification of differentially expressed genes

For cell population data, we used Cuffdiff to identify differentially expressed genes between every two samples (*p*-value < 0.01)^32^.

### Clustering analysis

*Z*-score normalized RPKM were used for BIC-SKmeans clustering^15^, where the optimal numbers of clusters were determined by adjusting lambda.

### Functional enrichment analysis

Functional enrichment (GO annotation, KEGG, and Wiki Pathway) of gene sets with different expression patterns was performed using DAVID v.6.7 and findGO.pl program in Homer^33–35^.

### Testing scRNA-seq sampling saturation

To test the saturation of scRNA-seq for capturing intercellular heterogeneity, we first randomly selected 1 to *n* single cells (*n* is the total number of single cells for each time point or stage), calculated the average expression level of each gene among selected single cells, removed lowly expressed genes by requiring RPKM > 0.5 in at least eight samples, and then calculated the PCC between the average scRNA-seq gene expression profile and the cpRNA-seq profile for each time point or stage. To avoid an unnecessary exhaustive search when n is large, we set an upper limit (30 by default) for randomly selecting combinations in our utility.

### Generation of simulated cpRNA-seq data

To generate a simulated cpRNA-seq data, RPKMs for each gene from scRNA-seq data are summed at a given ratio of different cells, e.g., 1:2:3, representing six cells’ RPKMs of three single cells.

### Sampling cpRNA-seq data to simulate scRNA-seq data

To test the effect of limited sampling, scRNA-seq reads are sampled at designated depth, e.g., 0.1 M for 0.1 million reads sampled and then mapped to the genome, and RPKM were calculated for all genes. Genes with RPKM > 0.5 in 30% of the scRNA-seq samples were used to calculate PCC of the total RPKMs of all sampled RNA-seq data to the corresponding cpRNA-seq data.

### PLS analysis

To detect time-associated components, PLS analysis was applied to the differentially expressed genes from the cpRNA-seq data (cpDEGs) and regressed to the sample collection time. PLS maximizes the covariance between the samples’ component values and the sample collection time. R packages were used for PLS^36^.

### Alignment of single-cell temporal orders

We use a model similar to our three-dimensional image-based biological age predictor^18^. After confirming that PLSC1 and PLSC2 in the cell population data linearly predict time, we ordered single cells based on the PLS model of cell population. First, we built a PLS model from the cell population data by using only the 1593 genes that overlap between cell population DEGs and single-cell expressed genes (RPKM > 0.5 in at least eight samples the RNA-seq data and have non-zero value for more than half single cells). We first extract the first and second PLS components most correlated with the actual sample collection time using the “pls” package in R, where *Wn* in formula $${\mathrm{PLSC}}n = X \cdot Wn$$ is solved for the variables matrix *X*, the cell population expression value matrix for the above-described 1593 genes, and build a linear model by $$T = q1*{\mathrm{PLSC1}} + q2*{\mathrm{PLSC2}} + e$$, by regressing PLSC1 and PLSC2 against the sampling time in cell population. The above functions were packaged into the “iCpSc.CpToScTime” utility.

We define genes whose expression profiles across cell population time point samples have |PCC| > 0.6 (corresponding to *p*-value < 0.003 based on sample randomization) to *T* in the above linear model as “*T*-genes” in cpRNA-seq data. Then we use the model to predict the differentiation time of a single cell by replacing *X* in in formula $${\mathrm{PLSC}}n = X \cdot Wn$$ by the single-cell expression values of the same 1593 genes as the variables matrix *X*. Next, to correct the batch effect between cell population and single-cell data, we transformed the predicted time by the linear model *t = aT + b*, where *a* and *b* are determined by regressing *T* against the actual sampling time of each single cell. This linearly adjusted predicted differentiation time was then used to temporally order all single cells. We define genes whose expression profiles across single cells have |PCC| > 0.4 (corresponding to *p*-value < 0.001 based on sample randomization) to model predicted time *t* as “*t*-genes” in single-cell RNA-seq data, and within each stage, “*t1*-genes”, “*t2*-genes”, “*t3*-genes,” and “*t4*-genes” across 16 single cells, respectively (*p*-value < 0.05 based on sample randomization for each set).

### Cell-cycle checkpoint genes and enrichment analysis

We collected G1/S, G2/M, and M/G1 (spindle and metaphase-to-anaphase) checkpoint-related genes from GO. We then used Fisher’s exact test to examine their enrichment significance in each stage-specific *t*_*n*_-genes (*n* = 1, 2, 3, and 4) and in each transition eResponseNets (Bonferroni- corrected *p*-value < 0.05).

### Enrichment test of cell-cycle checkpoint genes

We collected G1/S, G2/M and M/G1 (spindle and metaphase-to-anaphase) checkpoint genes from Gene Ontology (GO), and tested their enrichment against the rank of fold changes of all genes upon PP2 treatment in primary mammary tumor cells (GSE50517) and Notch1 induction in mESCs (GSE15268), respectively, by GSEA.

### eResponseNet network analysis

The eResponseNet package^22^ was used to identify the regulators of the predicted differentiation time related gene expression changes at the single cell level. The union of Human Protein Reference Database, STRING database (confidence scores > 600) and the human functional protein interaction network constructed by Wu et al.^37–39^ were combined as a network template, and edges were weighted by expression correlation (|PCC|) for each stage transition across all data points in the cpRNA-seq before and after the transition. We determined the optimal gamma in eResponseNet based on the trade-off between co-citation index (CI) of the genes in the selected eResponseNet with the keyword “neuron”^40^ and the smallest edge weight (|PCC| > 0.6) in the network.

### Detecting activation of signaling pathways

To determine the activation signaling pathways at each differentiation stage, we require that both the genes in a pathway and the upregulated targets of the pathway are enriched in a stage-specific highly expressed gene set. Here stage-specific highly expressed genes are defined as differentially expressed genes between one stage and the rest using RankProd in R (pfp < 0.05). The signaling pathways’ genes were collected from KEGG, GO, or Wiki pathway database (following that order). Fisher’s exact test was used to examine the significance of enrichment (Bonferroni-corrected *p*-value < 0.05). To obtain the upregulated target genes, we collected seven GEO datasets (GSE48092, GSE41260, GSE42565, GSE38719, GSE15268, GSE23239, and GSE31544) on the perturbation of seven development-related signaling pathways (BMP, FGF, Hedgehog, JAK-STAT, Notch, Nodal, and Wnt) and identified differentially expressed genes using RankProd in R (pfp < 0.1). The significance of enrichment for upregulated targets of a pathway over the rank of average gene expressions for each stage after *Z*-score normalization was determined using GSEA (FDR < 0.05).

### Construction of CSI network

The signaling pathway genes enriched in the eResponseNet, together with cell-cycle checkpoint genes were used to construct a CSI network (cutoff: CSI > 0.6) for each stage transition. The absolute pairwise PCC of these genes across the stages before or after the transition was used to calculate a CSI score according to ref.^23^. Then the three networks are visualized together in one CSI network, with node color denoting the stage in which signaling pathway nodes are activated.

### Construction of Cas9 and sgRNA expression plasmids

The expression vector px330-mcherry was used to express Cas9 and two sgRNAs. Guide sequence was designed according to the sequence of mouse *Fyn* gene (using the tool at http://crispr.mit.edu/). Oligonucleotides of sgRNA of upstream and downstream (fyn-sg-up-F: 5′- AGGCCCCTCAGGATTCGGAT-3′, fyn-sg-up-R: 5′-ATCCGAATCCTGAGGGGCCT-3′; fyn-sg-down-F: 5′-CCGACATGCAACCGAGCACT-3′, fyn-sg-down-R: 5′-AGTGCTCGGTTGCATGTCGG-3′) were annealed and inserted into separate pX330-mCherry vectors at the *Bbs*I site.

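Both guide sequences were placed on the mouse assembly NCBIM37. The upstream guide matches the plus strand of chromosome 10 at 39230890 to 39230909 and is followed by AGG, and the downstream guide matches the minus strand at 39254856 to 39254875 and is followed by TGG. Cuts 3 bases before these motifs fall after 39230906 and 39254858. *Fyn* runs on the plus strand from 39088661 to 39285187 in this assembly, so both cuts lie within the gene.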

Plasmids of upstream and downstream were transfected to the E14 mESCs (originally from Austin Smith’s laboratory) together using Lipofectamine 2000. 

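On the same assembly the forward primer matches the plus strand at 39230546 to 39230567, the first reverse primer the minus strand at 39231086 to 39231104 and the other reverse primer the minus strand at 39255263 to 39255284. The first pair spans 559 bp of the intact locus across the upstream cut. The outer pair spans 24739 bp intact and 787 bp if the sequence between both cuts is lost.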

Genomic DNA from FACS sorted clonal RFP-cells was screened for specific site disruption by PCR amplification and sequencing (fyn-ko-PCR-F: 5′-TGGGTTTGGTACAGAGAGAAAG-3′, fyn-ko-PCR-R1: 5′-AGCACTTGACGCTGCTAAT-3′, fyn-ko-PCR-R2: 5′-GGGTCAAGGGTGTTAACCATAG-3′). The KO clone we used in this study harbors a 24,209 bp nucleotide deletion on chromosome 10 from coordinates 39,511,090 to 39,535,298 corresponding to amino acids 1 to 373, resulting in a complete lack of protein-level expression due to the deletion of the initiation codon.

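Between the cut positions of the guides lie 23952 bases, 257 fewer than the stated deletion. The stated coordinates are given without a genome build, and on NCBIM37 they lie beyond the end of *Fyn*, so they belong to another build or are offset. Loss of the sequence between the cuts removes the first coding base of all 8 coding transcripts of *Fyn*, and in the transcript Fyn-001 1264 of 1602 coding bases, which is 421 of 534 codons, with 9 of 14 exons touched. Positions are matches of the printed sequences to the reference, and no reads across the deletion were analysed here.

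**Figure D8:**
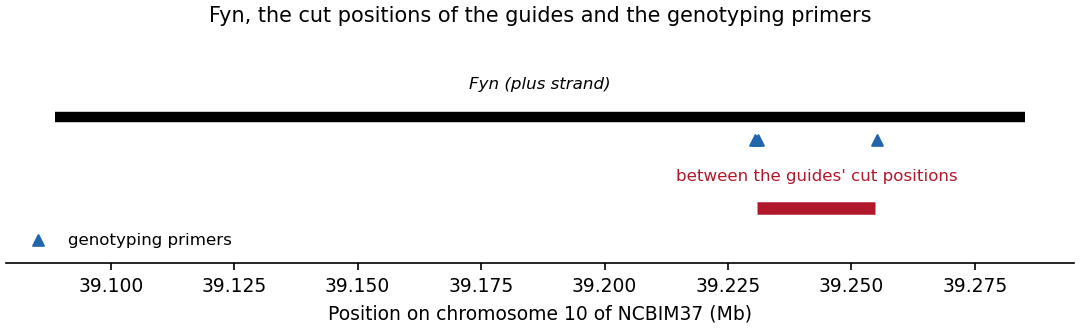
Position of Fyn (black bar), the genotyping primers (blue triangles) and the sequence between the cut positions of the guides (red bar) on chromosome 10 of NCBIM37, in Mb.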

### Data availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author on reasonable request. The bulk and single-cell RNA-seq data reported in this paper have been deposited in NCBI GEO under accession code GSE85234. The iCpSc package can be downloaded from http://www.picb.ac.cn/hanlab/iCpSc.html.

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

# Supplementary material for: Inference of differentiation time for single cell transcriptomes using cell population reference data
**Source:** Nat Commun. 2017 Nov 30;8:1856. doi: 10.1038/s41467-017-01860-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** Functional annotations for clusters of cpDEGs,

**File Name:** Supplementary Data 2

**Description:** Fitted or predicted differentiation time T or t related genes sets,

**File Name:** Supplementary Data 3

**Description:** Functional annotations for clusters of t1~4-genes

How the deposited data were processed for this re-analysis (not part of the article)

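Processed values of 4 sets of samples were analysed: 22 SFEB cell populations, 64 SFEB single cells, 15 adherent monoculture samples and 12 E14 samples (WT and *Fyn* KO at days 0 and 4, 3 replicates each). The authors mapped reads to mm9 with Tophat v1.4.1 and computed expression with Cufflinks v1.3.0. The FPKM values of the cell populations were deposited by the authors after ComBat correction, on a linear scale with some values below 0, which were set to 0. The FPKM values of the adherent and E14 samples were deposited by the authors as computed, with no batch correction stated for them. The log10 values of the single cells were deposited by the authors as log10(RPKM + 1) after quantile normalization between cells. Samples were assigned from their labels and the paper. One 0 h population carries no sample type in its label and was placed in the first series by its title. Stages of the population samples were read from the stage bars of Fig. 3g.

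Read counts were not used here. For the E14 libraries the lowest values above 0 and the number of genes listed at 0 stood in for depth. In the populations batch correction removes such a scale, and in the cells the number of genes above 0 was used. Only the E14 samples have replicates, and an exact test of 3 against 3 cannot give a p below 0.1. Over 8 time points exact permutation of all orders was used, and over more samples 100000 resamplings. The 8 cells of a time point were taken as 1 sample. All p-values are two-sided.

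Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, scanpy 1.11.5 and matplotlib 3.10.9 and R 4.3.3 with limma 3.58.1 were used. A gene was expressed in the populations, and detected in the cells, above 0.5 in at least 8 samples or cells. Genes changing at least 4-fold on FPKM + 1 between the lowest and highest population stood in for the paper's cpDEGs, whose Cuffdiff tests need reads. The time model was a partial least squares regression with 2 components, centred and not scaled, written for this purpose and applied to log10 values of 1425 genes. Predicted times of cells were rescaled by a line fitted to their collection times, and those of adherent and E14 samples were not rescaled. Model genes absent from the E14 file, which holds 1380 of them, entered as 0. *T*-genes had an absolute r of at least 0.6 with *T*, *t*-genes of at least 0.4 with *t*, and *t1–4*-genes of at least 0.5 within the 16 cells of a stage. Random lists were matched on expression in bins of genes ranked by mean level (10000 lists). DPT used the model genes. Sample clusters used Ward linkage, and cell clusters average linkage on correlation distance or k-means.

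E14 samples were compared in limma on log2(FPKM + 1), with genes of at least 1 FPKM in at least 3 samples, 1 model for the 4 groups, trended empirical Bayes variance and Benjamini-Hochberg adjustment at 0.05. Gene lists were tested with camera at a correlation between genes of 0.01, and with camera at the estimated correlation and fry as alternatives. Whether equal replicate numbers pair the samples was checked from the correlation of the residuals of libraries of the same number. For WT and KO at day 4 these were 0.136, 0.258 and 0.240, and for WT at days 0 and 4 0.199, 0.220 and 0.224, against means below 0 for other numbers, so a replicate block was used there as an alternative. For WT and KO at day 0 they were 0.0628, 0.339 and -0.115, and for KO at days 0 and 4 0.0239, 0.0899 and 0.00112, which gives no pairing.

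Lists of S-phase, G2/M-phase, Notch pathway, spindle checkpoint and M/G1, naive pluripotency, neural progenitor, mesoderm, endoderm and fibroblast genes were written from general knowledge before values were seen. Genes named one by one are those the paper's text names, the markers of Fig. 1b, the 5 largest rises and 5 largest falls among genes below an adjusted p of 0.05 with separated groups at day 4, and the 5 largest positive and negative correlations of *T*- and *t*-genes; *Pfdn2*, *Prkaca* and *Pnpla6*, genes of the cell S4b-16 and genes of the fibroblast list in single cells were named after their values were seen. Guides and primers were placed on NCBIM37 by exact match, with the annotation GENCODE M1.

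The procedures were tested on simulated data. With 200 genes changed at day 4 by 1, 2 or 3 on the log2 scale, limma recovered 47, 87 and 97.5% of them, all in the right direction, with 10, 5 and 15 false calls and 0 calls at the unchanged day 0. Lists of 25 genes lowered by 0.5 were called by camera in 100% of 50 lists, and the same lists at the unchanged day 0 in 2%. Noise was drawn independently for each gene, so these calls do not test camera on lists of correlated genes. The time model predicted new simulated samples at r 0.999. These had genes linear in time, independent noise and the same collection times, which makes a high r likely. Real samples left out of the fit gave r 0.870. Random gene lists left the middle 95% of matched lists in 6.5% of trials. Alternatives covered the pseudocount (0.1), filters, normalization, the number of components, the samples in the model, cutoffs, and leaving out each replicate.

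Wishbone, Monocle2, BIC-SKmeans, network inference, GO enrichment, qPCR and the other published datasets of the paper were not used here. Of the paper's list of *T*-genes the first 1999 of the 2721 rows were at hand, so no overlap or enrichment test was run on it, and *T1–4*-genes were not analysed here.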

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

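No test in this part was chosen after its result was seen. In 24 groups of 8 cells (predicted time, genes detected and mean r with the other cells at 8 time points) the gap between the highest or lowest cell and its nearest neighbour was divided by the range of the group. In 4 groups this passed Dixon's 95% critical value, where chance gives about 1 in 20, or 1.2 of the 24. The groups share cells and are not independent.

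S4b-16 had the lowest predicted time of its time point, with a ratio of 0.723 (46.9 h, the next cell 181 h). Its 7624 genes detected lie inside the range of the other S4b cells, 6771 to 8957, which argues against a poorly covered cell as the source. A cell that kept an early state, as the paper proposes, and a cell of an early time point under the wrong label may both give this profile, and no value here separates them.

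S2a-09 had the lowest predicted time at 38 h, with a ratio of 0.605 (27.5 h, the next cell 53.1 h). S1a-06 and S2b-05 had the most genes detected of their time points, with ratios of 0.687 (10437 against 9120) and 0.578 (10292 against 9211). Across the 64 cells, predicted time and genes detected, both centred on the time point, had r 0.252. At single time points Pearson r ran from 0.0185 at S2a and 0.113 at S4b to 0.546 at S1a and 0.660 at S2b, and Spearman rho from -0.024 at S4a to 0.595 at S2b, with 0.167 at S1a. The share of detection and of differentiation in that spread cannot be told apart with 8 cells per time point. More than 1 cell in a tube and deeper sequencing were not tested as sources of the high numbers, and no biological explanation was tested.

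Predicted time followed collection time in the 15 adherent monoculture samples, for which the paper's text reports no predicted time, at r 0.956, and at 0.940 to 0.973 under the alternatives. Mean log10(FPKM + 1) of naive pluripotency genes went from 2.05 at 0 h to 1.18 at 216 h and that of neural progenitor genes from 0.550 to 1.73, so a shared course of differentiation is one candidate explanation, with r 0.973 under an 8-fold limit on change. Mesoderm and endoderm genes went from 0.155 and 0.131 at 0 h to 0.635 and 0.992 at 144 h and 0.437 and 0.714 at 216 h. Fibroblast markers fell from 1.29 at 0 h to 0.595 at 216 h. The share of these lists in the prediction was not tested.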

How the results depend on the processing

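Alternatives were set before the data were examined, except the limit of *T*-genes to 4-fold changes, the similarities on model genes alone and the list tests without genes of chromosomes 1, 6, 8 and 14, which were added after results were seen. Over 42 results and 473 alternatives, 391 kept direction and side of the threshold, 38 were weaker, 2 stronger, 36 moved and 6 reversed. The 30 alternatives of processing kept the direction of every predicted-time result. For E14 at day 4 a test of 3 against 3 cannot pass 0.05, so the side of the threshold says nothing there, and leaving out one replicate moved the difference from -17.9 h to between -27.8 (without WT replicate 2) and -4.56 h (without WT replicate 1).

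Counts of genes that follow time kept 19 of 24 alternatives. *T*-genes numbered 2389 when limited to 4-fold changes, by construction. *t*-genes numbered 2302 and 413 at cutoffs of 0.3 and 0.5, 654 outside the model genes and 305 after centring on each time point, again through fewer or more genes admitted or, for centring, loss of the differences between time points.

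For cell-cycle genes 13 of 20 alternatives kept the result. The ratio for *t*-genes reversed to 1.23 after centring on each time point, from 4 genes. That for *T*-genes was 0.983 with G2/M-phase genes alone, 0.746 at a cutoff of 0.7 and 0.769 among genes detected in cells, and that for *t1–4*-genes 0.739 at a cutoff of 0.6, 0.915 after centring and 0.848 with the paper's list, each inside the middle 95% of matched lists. Among genes detected in cells the count of 31 and the range of 31 to 50 were those of the main setting. Only the percentile differed, at 2.785 against 2.46, so this change lies at the limit itself. Not counted among the 20, S-phase genes alone gave 0.847 for *t1–4*-genes (10 genes against 12, range 6 to 18), also inside, and G2/M-phase genes alone 0.529 (8 against 15, range 9 to 22), below the range. The cause was not tested.

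Similarity within time points was 0.495 on model genes, and that of averages to populations 0.702 with all shared genes, 0.746 with the mean of log10 values and 0.626 on model genes; the other 6 of 10 alternatives of similarity and saturation stayed the same. Of 42 alternatives for *Ccne1*, *Fyn* and undetected genes 38 stayed, 1 was weaker and 3 moved.

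In E14 at day 4, 24 genes passed with no filter, 17 with quantile normalization and 0 with only the 6 samples of the day (limma, 1330 at unadjusted p below 0.05), the last with fewer samples to estimate variance. At day 0 there were 35 with no filter, 2 with only the 6 samples and 70 with upper-quartile scaling. Interaction genes numbered 1 with no filter. The replicate block gave 38 genes at day 0 and 2 interaction genes, although the numbers do not pair the day 0 samples.

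The Notch list at day 4 stood at -0.26 relative to all genes, with p 0.335 under estimated correlation and 0.171 by fry, and at -0.070 (p 0.407) as the whole list. The spindle list at day 4 stood at 0.080 with p 0.276 under estimated correlation, 0.296 by fry, 0.0669 with the replicate block and at 0.081 (p 0.118) for genes of absolute correlation above 0.6. With the replicate block 10 genes passed at day 4, 2 of them higher. *Cox20* (0.0581) was lost, the Notch list and *Fyn*, *Zfy1*, *Ndufs7*, *Mum1* and *Nit1* kept their calls, and which genes were gained was not examined. At day 0 the spindle list passed with no filter (0.057, p 0.0255) and without genes of chromosomes 1, 6, 8 and 14 (0.11, p 0.0121). *Notch1*, near 0, reversed to 0.040 with quantile normalization and 0.035 with upper-quartile scaling.

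Leaving out one replicate gave 5 (without KO replicate 1 of day 4) to 14 (without WT replicate 3 of day 4, 8 higher and 6 lower against 1 and 8 with all libraries) genes at day 4, 7 (without KO replicate 1 of day 0) to 161 (without WT replicate 1 of day 0) at day 0, 0 to 5 (without WT replicate 1 of day 0) for the interaction in limma (537 at unadjusted p below 0.05 with all libraries) and 1843 (without WT replicate 2 of day 0) to 3531 (without KO replicate 3 of day 0) for WT day 4 against day 0. The day 0 count moved past 1.5 times in 9 of the 12 omissions. The Notch list ran from -0.39 (without WT replicate 2, p 0.000191) to -0.090 (without WT replicate 1, p 0.229) and the spindle list from 0.015 (without KO replicate 1, p 0.438) to 0.12 (without KO replicate 3, p 0.0194). *Fyn* ran from -1.97 to -1.52 and lost its call in 5 omissions, *Cox20* from -2.07 to -1.72 in 6. *Mapre1* ran from -0.17 to 0.069 (reversed without WT replicate 1) and *Notch1* from -0.29 to 0.34 (reversed to 0.025 without WT replicate 1 and to 0.34 without KO replicate 1). The cause was not tested. Depth was not known for populations and cells, and for E14 only stand-ins for it were at hand.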

Differences from the paper's values

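The limit of *T*-genes to 4-fold changes was chosen after values were seen. The averages of 8 cells correlated with their populations at 0.595 to 0.703, where the paper gives 0.71 to 0.79. Of the alternatives set before the data were examined, the mean of log10 values closes the gap (0.706 to 0.783), and all shared genes (0.644 to 0.737) and Spearman correlation (0.582 to 0.676) do not. All shared genes with the mean of log10 values, a pairing tried after values were seen, gives 0.727 to 0.792.

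*T*-genes numbered 6339, where the paper gives 2721. None of the alternatives set before the data were examined closes the gap, the nearest being 4888 at a cutoff of 0.7. The limit to 4-fold changes, chosen after seeing the values, gives 2389 and drops 627 of the first 1999 of the paper's rows.

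*t1–4*-genes numbered 3388, where the paper's supplement lists 1832. The alternatives set before the data were examined do not close the gap: 6240 and 1149 at cutoffs of 0.4 and 0.6, 3528 after centring on each time point and 3773 given the number of genes detected. Cells were taken as the units of these correlations in both.

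Settings that reach other values of the paper were all genes of the single-cell file for pairs of cells (0.354 to 0.713), a pseudocount of 0.1 for *t*-genes (1035) and 3 components for the r of *T* (0.978).

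The paper states that *t*- and *t1–4*-genes are enriched for cell-cycle genes and *T*-genes are not. On the phase lists used here, ratios to genes of the same data matched on expression were 0.662, 0.669 and 0.766, all below 1. The paper's own *t1–4*-list gave 0.848 matched and 1.30 relative to all genes of the single-cell file. Over the 4 stages only *t1* lay above its matched median. The paper compares its *t1–4*-genes with the genome background, which was not used here, so these ratios do not test enrichment over that background.

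The paper describes averages of cells as nearest to the populations at the initial and late stages. Here the values were 0.685 and 0.664 at S1a and S1b, 0.703 at S3a, the highest, and 0.595 and 0.643 at S4a and S4b, the lowest.

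For robustness to fewer cells the paper ranks its method first. Here its median r was highest at 2, 4 and 6 cells per time point, but DPT had the smaller SD at each (0.0820, 0.0475 and 0.0269 against 0.104, 0.0563 and 0.0311).

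The paper reports M/G1 genes co-expressed with *Fyn* as lower in the KO at day 4. The spindle checkpoint and M/G1 list used here was 0.080 higher relative to all genes, its 4 genes with r above 0.6 with *Fyn* had a median of -0.056 (camera p 0.332), and 16 of the 45 were below -0.6 with *Fyn* where 4 were above. The paper describes *Fyn* as rising with many M/G1 and G2/M genes; of 54 G2/M-phase genes 6 were above and 16 below with all samples, and 11 and 11 without the 216 h sample, which also leaves 10 of the spindle list below.

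The paper places the deletion at coordinates on chromosome 10 that lie beyond the end of *Fyn* on NCBIM37, and its stated length is 257 bases more than the 23952 between the cut positions. It gives 373 deleted residues, fewer than the 421 codons of Fyn-001 between the cuts and more than the 369 of the shorter transcript Fyn-008.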

Other observations

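Tests of the lag between the 2 population series, of a mislabelled E14 sample, of chromosomes 1, 6, 8 and 14 together, of the part of chromosome 11, of the mix of WT replicates, of the share of WT cells without the Y chromosome and of the Notch list without one replicate were chosen after the result was seen. The tests of chromosome 8 alone, of guide sites, of *Zfy1*, of fibroblast markers, of the cell-cycle lists and of other splits were not.

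Genes of chromosomes 1, 6, 8 and 14 were lower in *Fyn* KO at both days. Medians of log2 fold change at days 0 and 4 were -0.25 and -0.26, -0.24 and -0.29, -0.36 and -0.42, and -0.23 and -0.23, and together -0.28 and -0.31 against 0.066 and 0.025 for the other chromosomes, with 7723 genes in all. All 22 segments of these chromosomes were below 0 at both days. Genes of other chromosomes matched on GC content, length and expression had a median of 0.023 at day 4, which argues against those properties, and the lowest WT library lay 0.18 above the highest KO library at the closer day, which argues against one aberrant library. For chromosome 8 alone the matched genes had 0.015, and its gap to the next lowest chromosome was 0.11, short of the 0.3 set for a change of that chromosome alone, a test made void by the other 3 chromosomes. A different number of copies of these chromosomes in the WT and KO lines is therefore a candidate explanation. Of 20 genes called lower at either day with a known position, 10 lie there, where 17.9% of tested genes do. DNA was not analysed, and an effect of *Fyn* loss on whole chromosomes was not tested.

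On chromosome 11 the part from 68.86 to 105.9 Mb (310 genes), set from day 0, had medians of -0.32 and -0.25, and all 5 of its segments were below 0 at day 4, while the rest of the chromosome had no segment below 0.024. WT replicates differed in these regions: relative to the KO mean at day 0, chromosome 1 was 0.44, 0.47 and 0.023 higher in replicates 1, 2 and 3 and chromosome 6 was 0.11, 0.42 and 0.49 higher. Distances of the WT replicates from their mean over the 5 regions had r 0.933 between day 0 and day 4 (15 values), at most 0.540 under the 5 other pairings of replicate numbers and -0.146 on the other chromosomes, while KO libraries lay within 0.028 of their mean. The WT replicates may thus be cultures with different mixes of cells with more copies of these regions, kept over 4 days. This was found and tested in the same values.

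*Zfy1* was listed at 0 to 1.05 FPKM in WT and 7.14 to 11.8 in KO. Loss of the Y chromosome from all WT cells is argued against, since 4 other Y genes summed to at least 2.09 FPKM in every WT sample. The sums were below those of KO, from 2.09 to 44.4 in WT against 59.5 to 89.8, and as a share of the KO mean they were at day 4 2.84, 42.5 and 52.6% in replicates 1, 2 and 3, with the same order at day 0 (24.4 and 55.1% in replicates 2 and 3). A share of WT cells without the Y chromosome may explain this order, though not *Zfy1*, which stayed low in the replicates with the most Y signal. *Zfy2*, 1 of the 4 other genes, stayed low there too. At day 4 it read 0.149 FPKM in WT replicate 3 and 1.15 to 2.25 in KO, levels that add little to the sums.

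*Ndufs7* and *Mum1* lie 5218 bases apart on chromosome 10 and *Pfdn2* and *Nit1* 24 bases apart on chromosome 1, and all 4 were lower in KO. Cutting by the guides at these places is argued against, since the best site with the needed motif within 100 kb has 6 mismatches. What lowers them is open.

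At day 4 WT replicate 1 had a predicted time of 91.6 h against 45.1 and 58.1 h in the others. A swap with a KO or day 0 sample is argued against by its *Fyn* value of 9.44 FPKM, the highest of all. Over the 6 libraries of day 4 the mean of the Notch list had r 0.929 with predicted time, but its genes were chosen for following *Fyn*, which rises with time in the SFEB populations, so such a relation is built into the list and does not decide. Without this replicate the list's camera p was 0.229, so a later state of the WT libraries, rather than *Fyn* itself, may carry part of the lower Notch list, although slower differentiation is also what loss of *Fyn* would bring by the paper's account. Mean log10(FPKM + 1) at day 4 in WT replicates 1, 2 and 3 was 1.44, 1.88 and 1.80 for naive pluripotency genes, 1.13, 0.483 and 0.723 for neural progenitor genes, 0.261, 0.810 and 1.01 for endoderm genes and 0.0657, 0.0913 and 0.116 for mesoderm genes. In KO the values were 1.69, 1.89 and 1.78, then 0.380, 0.391 and 0.551, then 0.148, 0.0856 and 0.428, and 0.0826, 0.0535 and 0.0706.

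Fibroblast markers were high in early SFEB populations and in the first series all 10 were lower at 142 h than at 0 h, by at least 3.33-fold on FPKM + 1. The 6 markers in the single-cell file summed to 821 in the 0 h population and to 21.6 in the mean of the 0 h cells, or 2.63%. *Dcn* stood at 9.36 in the mean of the cells and 14.2 in the population, but 1 cell held 73.8. RNA of feeder cells in the populations is a candidate source, since cells picked by hand would leave feeders behind. Within the parallel series the list mean on log10(FPKM + 1) was 0.588, 0.549, 0.602 and 0.873 at 84, 106, 144 and 216 h, 1 sample each, and the source of the higher last value was not tested. The first series had 0.272 at 142 h, its last sample. In E14 WT samples of day 0 all 10 markers summed to only 1.46 FPKM on average. One cell of 9 h, S1b-09, had *Col1a1* at 207 and *Col3a1* at 59.2 RPKM, where the other cells of that time had at most 3.13 and 0.907. A biological fall of these genes within the ES cells was tested only through the picked cells.

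Parallel population samples had a lower *T* than the first series, by a mean of 35.8 h at 84, 106 and 144 h (the last set against the 142 h sample), 9.77 h before 80 h and 8.31 h at 0 h. The cells of these 3 times, which had no ComBat correction, were nearest to first-series samples taken on average 24 h earlier. A slower second culture and a correction across series with unequal time ranges may both contribute and cannot be told apart, because each series is 1 culture.

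On the phase lists and against matched genes of the single-cell file, cell-cycle genes were not over-represented among *t*- and *t1–4*-genes. Tests of why they should be therefore do not decide. The ratio was 0.705 for *t1–4*-genes given the number of genes detected and 1.23 for *t*-genes centred on each time point, from 4 genes.

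Other splits of the E14 samples into 3 and 3 were counted. At day 4 1 of 10 splits, the real one, gave as many genes, and at day 0 2 of 10, with up to 65 genes in another split. For WT day 4 against day 0 it was 1 of 10, the other splits giving 0 genes in limma against 4742 at unadjusted p below 0.05 in the real one. With 10 splits the share cannot go below 0.1, so counts of splits alone do not exclude chance; for WT day 4 against day 0 the smallest limma adjusted p was 1.31e-05. For the interaction 100 of 100 relabellings gave at least the 0 genes found (limma, 537 at unadjusted p below 0.05), which a count of 0 fixes in advance, and up to 8. Among the 4 splits that part every replicate pair, the highest other count was 0 at day 4.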
